# Disulfiram treatment suppresses antibody-producing reactions by inhibiting macrophage activation and B cell pyrimidine metabolism

**DOI:** 10.1038/s42003-024-06183-9

**Published:** 2024-04-22

**Authors:** Weili Chen, Etsuko Toda, Kazuhiro Takeuchi, Yurika Sawa, Kyoko Wakamatsu, Naomi Kuwahara, Arimi Ishikawa, Yuri Igarashi, Mika Terasaki, Shinobu Kunugi, Yasuhiro Terasaki, Kazuhiko Yamada, Yuya Terashima, Akira Shimizu

**Keywords:** Allotransplantation, Metabolic pathways

## Abstract

Antibody responses, involving B cells, CD4 + T cells, and macrophages, are implicated in autoimmune diseases and organ transplant rejection. We have previously shown that inhibiting FROUNT with disulfiram (DSF) suppresses macrophage activation and migration, effectively treating inflammatory diseases. In this study, we investigated the effectiveness of DSF in antibody-producing reactions. Using a heart transplantation mouse model with antibody-mediated rejection, we administered anti-CD8 antibody to exclude cellular rejection. DSF directly inhibited B cell responses in vitro and significantly reduced plasma donor-specific antibodies and graft antibody deposition in vivo, resulting in prolonged survival of the heart graft. DSF also mediated various effects, including decreased macrophage infiltration and increased Foxp3+ regulatory T-cells in the grafts. Additionally, DSF inhibited pyrimidine metabolism-related gene expression induced by B-cell stimulation. These findings demonstrate that DSF modulates antibody production in the immune response complexity by regulating B-cell and macrophage responses.

## Abstract (web summary)

The FDA-approved drug disulfiram can inhibit B cells and infiltration of macrophages in a mouse model of heart transplantation.

## Introduction

Antibody responses play an important role in various autoimmune diseases and organ transplant rejection. Approximately 50% of heart recipients receiving grafts over 7 years developed antibody-mediated rejection (AMR)^1^, which finally resulted in poor long-term graft survival^1,2^. In addition to the presence of donor-specific antibodies, which derived from activated B cell and plasma cells, accumulation of intravascular macrophages, deposition of C4d, have been proposed as pathological diagnostic markers of AMR^3^. Those antigen-specific T cells that primed and activated by antigen-presenting cells, help cognate B cells differentiate into antibody-producing cells^4,5^. Macrophages are activated by antigen-specific helper T cells through the interaction of major histocompatibility complex class II and cognate T cell receptor. They are involved in mediating antibody responses via Fc receptor-mediated cytotoxicity, mediating tissue and cell injuries via inflammatory mediators, and modulating adaptive immune responses via cytokine secretion^6–11^. Several studies have revealed abundant macrophage infiltration in the transplanted graft at an early stage after transplantation^8,12,13^, and it also plays an important role in mediating severe organ damage even graft loss in transplantation rejection^11,14^.

Plasma exchange (PLEX) and immunoadsorption for antibody depletion, intravenous immunoglobulin (IVIG) for immunomodulation, T-cell inhibitory agents, and certain B cell-depletion monoclonal antibody agents have been demonstrated to be beneficial for treating AMR^15^. However, even with these treatments, the activation of B cells and macrophages and the production of antibodies cannot be completely contained. Combination therapy with a single target is complex and prone to uncertainty. Until recently, there has been no approved strategy for multicellular targets of AMR^16^.

FROUNT was originally cloned from a cDNA library of the human monocyte cell line THP-1 to identify CCR2-binding molecules that positively regulate chemotaxis signaling^17^. Later, FROUNT was found to bind to another chemokine receptor, CCR5^18^. As these chemokine receptors mediate monocyte and macrophage migration during inflammation, FROUNT is assumed to be a molecular target for regulating the excess accumulation of macrophages. Our previous study confirmed that disulfiram (DSF), an anti-alcoholism drug, can inhibit the function of FROUNT by blocking the interaction of FROUNT and chemokine receptors CCR2/CCR5 and can inhibit tumor progression and glomerulonephritis^19,20^. Our previous evidence suggests that DSF is an attractive therapeutic target for modulating macrophages to prevent AMR.

In this study, we examined the efficacy of DSF in antibody-producing reactions in vitro and in a mouse heart transplantation model in vivo. For a more accurate understanding of the efficacy of DSF in cardiac allograft rejection focusing on AMR, we depleted CD8 + T cells in mouse heart transplant models, which enables the investigation of mechanisms underlying AMR via CD4 + T cell-dominant immunoreactions.

## Results

### Direct inhibitory effect of DSF on B-cell responses to T-independent and T-dependent stimuli

Before examining the effect of DSF on AMR in the heart transplantation mouse model, we analyzed the direct action of DSF on the B cell response to lipopolysaccharide (LPS) as a T-independent (TI) antigen or IL-4 plus anti-CD40 ligation to induce a T-dependent (TD) response^21^ (Fig. 1a, b). After 4 days of culture, both TI and TD stimulation induced cluster formation of proliferating B cells, and DSF completely blocked B cell cluster formation (Fig. 1a). Flow cytometry analysis of cultured B cells revealed that DSF markedly reduced the number of total B cells as well as the number of CD138+ plasma cells (Fig. 1b).

**Fig. 1:**
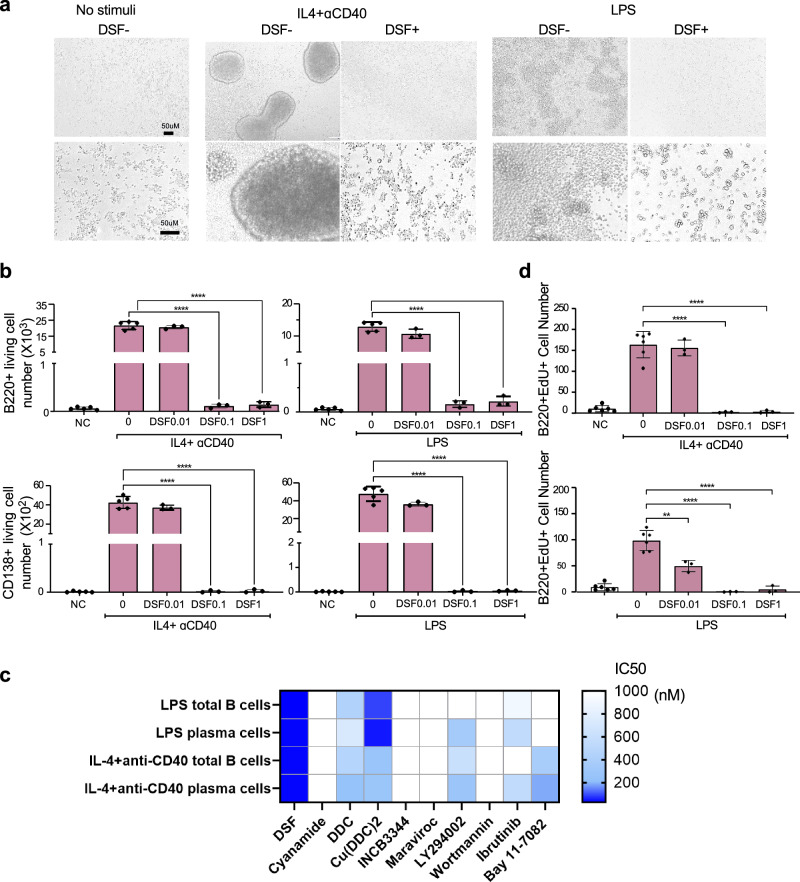
DSF inhibited the B cell response more potently than any other known inhibitors related to B cell function. **a** B-cell cluster formation after stimulation with IL4+anti-CD40 antibody as T-cell-dependent stimuli and LPS as T-cell-independent stimuli. **b** Number of B220 + B cells and CD138+ plasma cells recovered after 4 days of culture in the presence of DSF (NC, unstimulated, *n* = 5; stimulator, *n* = 5; DSF, *n* = 3 biologically independent samples). **c** IC_50_ values (nM) of DSF and DSF-related compounds (cyanamide, DDC and Cu(DDC)_2_), CCR2 or CCR5 inhibitors (INCB3344 and maraviroc, respectively), and known inhibitors for B cell activation (PI3K inhibitor LY294002 and wortmannin, BTK inhibitor Ibrutinib, NF-κB inhibitor Bay11-7082), for the inhibitory effect evaluated by the number of total B cells and plasma cells recovered after 4-day culture with LPS or IL-4+anti-CD40 antibody stimulation. **d** Number of EdU+ B cells recovered after 4 days of culture with IL4+anti-CD40 or LPS in the presence of DSF (NC, *n* = 6; stimulator, *n* = 6; DSF, *n* = 3 independent experiments). Significance was calculated using one-way ANOVA with Tukey’s post-hoc test: **P < 0.01, ****P < 0.0001. Data are shown as the mean ±  SEM.

To explore the molecules involved in the TI and TD responses of B cells and to illustrate the inhibitory mechanism of DSF, we examined the inhibitory effect of known inhibitors on B-cell responses. First, we examined the DSF-related compound, cyanamide, as the more selective aldehyde dehydrogenase (ALDH; EC 1.2.1.3) inhibitor, and diethyldithiocarbamate (DDC) and DDC–copper complex (Cu(DDC)_2_), as metabolism-related products of DSF^19^, in response to stimulation with IL-4+anti-CD40 or LPS (Supplementary Fig. 1). In contrast to the significant inhibition of B cells by DSF at 0.1 μM, no effect was elicited by cyanamide, even at 1 μM. The DSF metabolite DDC inhibited the number of total B cells and plasma cells at 1 μM but not at 0.1 μM, in IL4+anti-CD40 or LPS-stimulated cases. Cu(DDC)_2_ exhibited an inhibitory effect at 0.1 μM, but a weaker effect compared with DSF. Further, based on our previous data, we tested the CCR2 (INCB3344) and CCR5 inhibitors (maraviroc, UK-427857) to explore the involvement of the CCR2 and CCR5 pathways in B cell responses (Supplementary Fig. 2). INCB3344 and maraviroc did not show a significant inhibitory effect on the total number of B cells and CD138+ plasma cells.

We also examined the effects of the inhibition of known pathways involved in B cell activation (Supplementary Fig. 3). The effects of NF-κB/pyroptosis inhibitor Bay 11-7082; BTK inhibitor ibrutinib; and PI3K inhibitors LY294002 and wortmannin on the presence of total B cells (Supplementary Fig. 3a) and CD138+ plasma cells (Supplementary Fig. 3b) after stimulation with IL-4+anti-CD40 or LPS were tested. Of these, ibrutinib reduced the total number of B and plasma cells; the inhibition was lower than that by DSF at 0.1 μM but comparable to that by DSF at 1 μM. Bay 11-7082 and LY294002 inhibited the total number of B and plasma cells only at 1 μM, while wortmannin showed no inhibition at the concentrations tested. Comparing the IC_50_ values, DSF was found to be the most potent among the tested compounds (Fig. 1c).

To elucidate whether a reduced number of B cells or plasma cells is induced by the inhibition of proliferation or the promotion of apoptosis, we evaluated the proliferation and apoptosis markers in B and plasma cells using flow cytometry. DSF markedly reduced the number of proliferative B cells, as detected using EdU staining (Fig. 1d), whereas DSF did not increase the expression of an apoptosis marker, but rather decreased it (Supplementary Fig. 4a). A dilution assay of cell proliferation using flow cytometry with the dilution dye CellTrace also showed that DSF exerted its inhibitory effects by blocking cell division rather than by killing the proliferating cells 48 h after stimulation with either IL-4+anti-CD40 or LPS (Supplementary Fig. 4b). Furthermore, at the earlier time point of 3 h after stimulation, the percentage of apoptotic cells was much lower than that detected after 4 days of culture; moreover, DSF had a minimal effect on the induction of apoptotic cells and even exhibited a protective effect (Supplementary Fig. 4c). This suggests that DSF suppresses the process of proliferation in response to stimulation and has no effect on the induction of spontaneous apoptosis in cells that fail to proliferate.

### DSF alleviated symptoms of AMR, thereby significantly prolonging graft survival in the absence of CD8 + T cells

To test the effect of DSF on AMR and graft survival in a murine cardiac transplant model, we performed heart transplantation using BALB/c (H-2d) heart as the allogeneic grafts or C57BL/6 hearts as the syngeneic grafts in C57BL/6 (H-2b) mice. We depleted CD8 + T cells with anti-CD8 mAb on the day of transplantation to focus more on the DSF-related B-cell- and macrophage-suppressive effects in AMR (Fig. 2a, Supplementary Fig. 5a, b). Grafts in syngeneic transplantation survived for more than 100 days (blue line) (Fig. 2b). Grafts in allogeneic transplantation without any treatment survived for 7 days (red line). When CD8+ cells were depleted (gray line), the allograft survived for 11 days. This suggests that depleting cellular responses mediated by CD8 + T cells can mitigate rejection but is not sufficient to prevent rejection. The administration of DSF through feeding (yellow line) in CD8+ cell-depleted animals significantly prolonged graft survival up to 32 days with an average of 14.4 days, compared with no DSF treatment (gray line) (**P = 0.001). Furthermore, the weight and size of the grafts were lower in DSF-treated mice than in the control mice (Fig. 2c, d). As inflammation-related swelling and edema reflect AMR features, these results indicate that DSF has protective effects against graft rejection, thereby suggesting that DSF may have a suppressive effect on AMR. To further understand the pathological events, we performed histological analysis of the graft tissue on postoperative day 9 (POD9) after transplantation (Fig. 2e–p). Hematoxylin-eosin staining indicated interstitial hemorrhage and interstitial inflammatory cell infiltrate (Fig. 2e, g), severe endothelialitis (Fig. 2h), capillaritis (Fig. 2k), and interstitial edema and hemorrhage (Fig. 2l, o) in the control mouse grafts, which are characteristic features of AMR. These AMR features were relieved in mice treated with DSF (Fig. 2f, i, j, m, n, p).

**Fig. 2:**
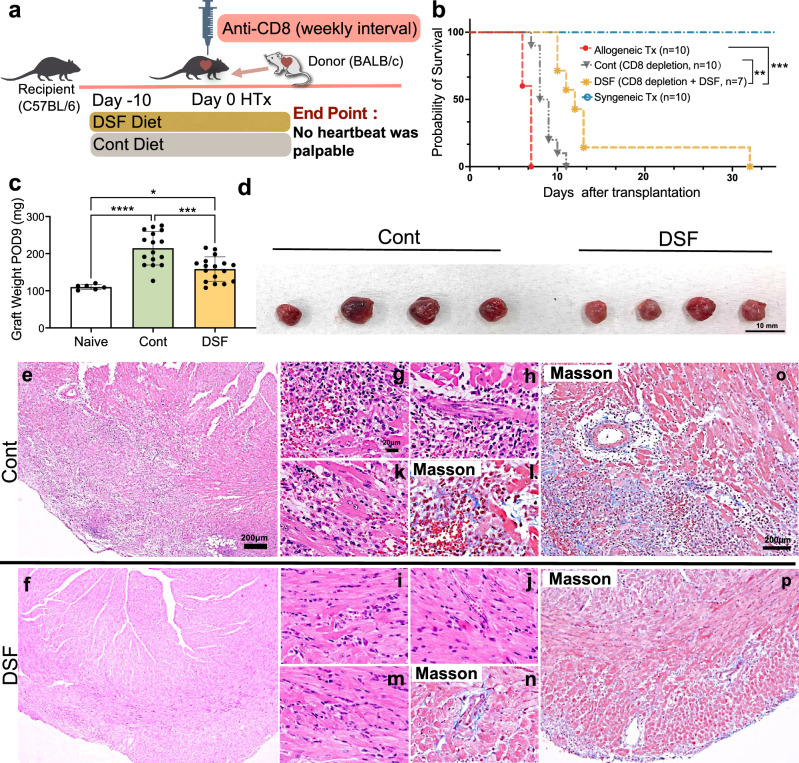
DSF relieving antibodies mediated rejection in murine cardiac transplantation. **a** Experimental design. **b** Survival curves of grafts. Syngeneic heart transplantation (Syngenic Tx, blue line, *n* = 10 biologically independent mice), allogenic heart transplantation (Allogenic Tx, red line, *n* = 10 biologically independent mice), and allogeneic heart transplantation with CD8+ cell depletion combined with the control diet (Cont, gray line, *n* = 10 biologically independent mice) or DSF diet (DSF, yellow line, *n* = 7 biologically independent mice). **c** Graft weight in the naïve group (*n* = 6 biologically independent mice), CD8-depleted group (Cont, *n* = 16 biologically independent mice and CD8-depleted with DSF-treated group (DSF, *n* = 17 biologically independent mice) postoperative day 9 (POD9). **d** Picture of grafts harvested at POD9. **e–p** Hematoxylin-eosin (**e**, **f**, **g**, **h**, **i**, **j**, **k**, **m**) or Masson’s trichrome (**l**, **n**, **o**, **p**) staining of grafts harvested at POD9 from the mice treated with CD8 mAb with control diet (Cont, **e**, **g**, **h**, **k**, **I**, **o**) or DSF-containing diet (DSF, **f**, **i**, **j**, **m**, **n**, **p**). Low-power views (original magnification ×40, **e**, **f**, original magnification ×100 **o**, **p**). 8 high-power views (original magnification ×400, **g**, **h**, **i**, **j**, **k**, **l**, **m**, **n**). Graft survival was compared using log-rank survival statistics (**b**). **P  <  0.01, ***P  <  0.001. Significance was calculated using one-way ANOVA with Tukey’s post-hoc test (**c**): *P < 0.05, ***P < 0.001, ****P   < 0.0001. Data are shown as the mean ± SEM. **a** was generated using Servier Medical Art, licensed under a Creative Commons Attribution 3.0 Unported License.

### DSF alleviates donor-specific antibody levels and complements activation in the graft

We then investigated the deposits of IgM (Fig. 3a, upper panel) and IgG (Fig. 3a, lower panel) in the graft. The graft in the control mice showed increased deposition of IgM and IgG compared with the graft of syngeneic transplantation. DSF treatment significantly reduced the positive areas stained with IgM (Fig. 3b, **P = 0.0076) and IgG (Fig. 3c, ***P = 0.0004) in the graft. Plasma donor-specific antibody (DSA) is an established biomarker for predicting AMR^1^. Plasma DSA levels were measured in the recipients on POD 9. DSA levels of both IgM and IgG classes were increased in allogeneic-transplanted mice compared with those in naïve mice without transplantation. We found significantly lower levels of IgM (Fig. 3d, **P = 0.0035) and IgG (Fig. 3e, **P = 0.0046) in the DSF-treated group than in the control group. Furthermore, the key pathological features of AMR, intravascular macrophage accumulation^3,22^ (Fig. 3f, upper), and complement activation product C4d (Fig. 3f, lower), were reduced in the grafts of DSF-treated mice, as evidenced by a significant decrease in the positive area within the grafts (Fig. 3g, **P = 0.0013 and ****P < 0.0001, respectively). Because activated macrophages produce inflammatory cytokines and chemokines to promote immune rejection, we further examined the effect of DSF on cytokine production by activated macrophages using bone marrow-derived macrophages (BMDMs). Macrophages stimulated with LPS secreted cytokines IL-6, MCP-1 (CCL2), TNF-α, IL-12, and IL-1β, all of which were reduced following pre-treatment with DSF in a concentration-dependent manner (Supplementary Fig. 6).

**Fig. 3:**
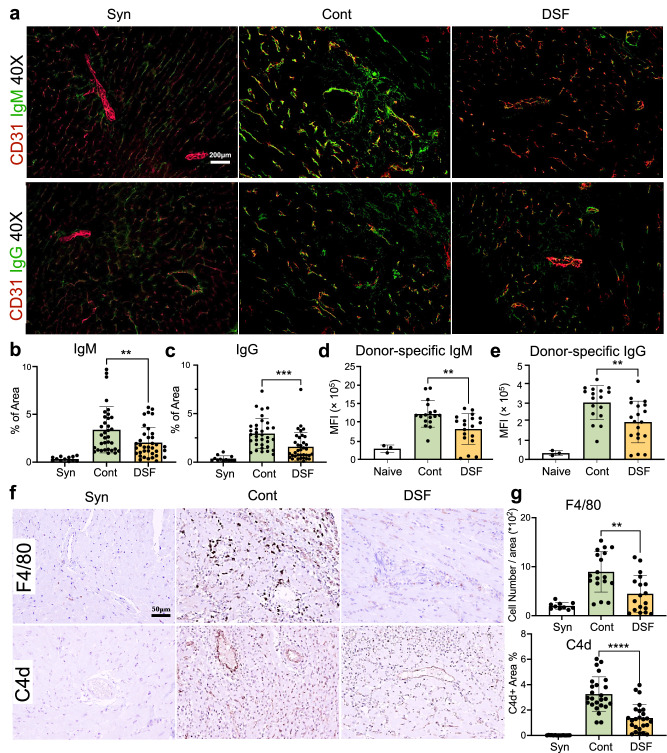
DSF impaired antibody deposition in transplanted grafts and key features of AMR and serum donor-specific antibody level. **a** Immunofluorescence staining image of antibody deposition of IgM (upper line) and IgG (lower line) around the vessel of the grafts (Syn, syngeneic Tx; Cont, allogenic Tx with CD8-depletion and control diet; and DSF, allogenic Tx with CD8-depletion and DSF diet). Quantification of areas positive for IgM (**b**) and IgG (**c**) (Syn; syngeneic, 12 fields in three mouse grafts; Cont, 36 fields in four mouse grafts; DSF, 34 fields in four mouse grafts. Plasma donor-specific antibody IgM (**d**) and IgG (**e**), (Naïve, *n* = 3; Cont, *n* = 17; DSF *n* = 19 biologically independent mice). IHC staining of F4/80 (upper) and complement C4d (lower) of the grafts (**f**). Original magnification ×400. Quantification of the F4/80 positive area (upper) and C4d positive area (lower) in control mice (25 fields in three mouse grafts), DSF mice (25 fields in four mouse grafts) and syngeneic mice (15 fields in three mouse grafts) (**g**). Significance was calculated using a two-tailed, unpaired Student’s *t* test. **P < 0.01, ***P < 0.001, ****P < 0.0001 Data are shown as mean ± SEM.

### B cells and plasma cells, in the primary and secondary lymphoid organs of recipient mice, were systemically affected by DSF

We next examined the systemic effects of DSF treatment on the B-cell population in recipient mice (Fig. 4). No significant decline in the number of B220 + B cells was observed in the DSF-treated group in both draining lymph nodes and the spleen (Fig. 4a–c). However, the percentage of CD138+ plasma cells among the B cells (Fig. 4a, d) was significantly reduced in the draining lymph nodes (*P* = 0.0005), bone marrow (*P* = 0.0169), spleen (*P* = 0.0005), and peripheral blood cells (*P* = 0.0035) in the recipients. Furthermore, the expression levels of IL-6 in B cells analyzed by flow cytometry were significantly lower in the DSF group than in the control group (Fig. 4e, *P* = 0.0033). Next, we examined the proliferative capacity of B cells in the spleens of the recipients. Immunohistochemical staining revealed that the DSF-treated group had a reduced proportion of Ki67+ cells in the B cell area (Fig. 4f, g). Further data showed that plasma IL-6, which is mainly derived from activated B cell and macrophages and can promote plasma cell differentiation and suppress the Treg differentiation^23–27^, was significantly reduced in DSF-treated mice (Fig. 4h, *P* = 0.0292). IFN-γ, which is associated with the Th1 response that can inhibit Treg differentiation^28^, was also reduced via the same treatment, although the difference was not significant (Fig. 4i).

**Fig. 4:**
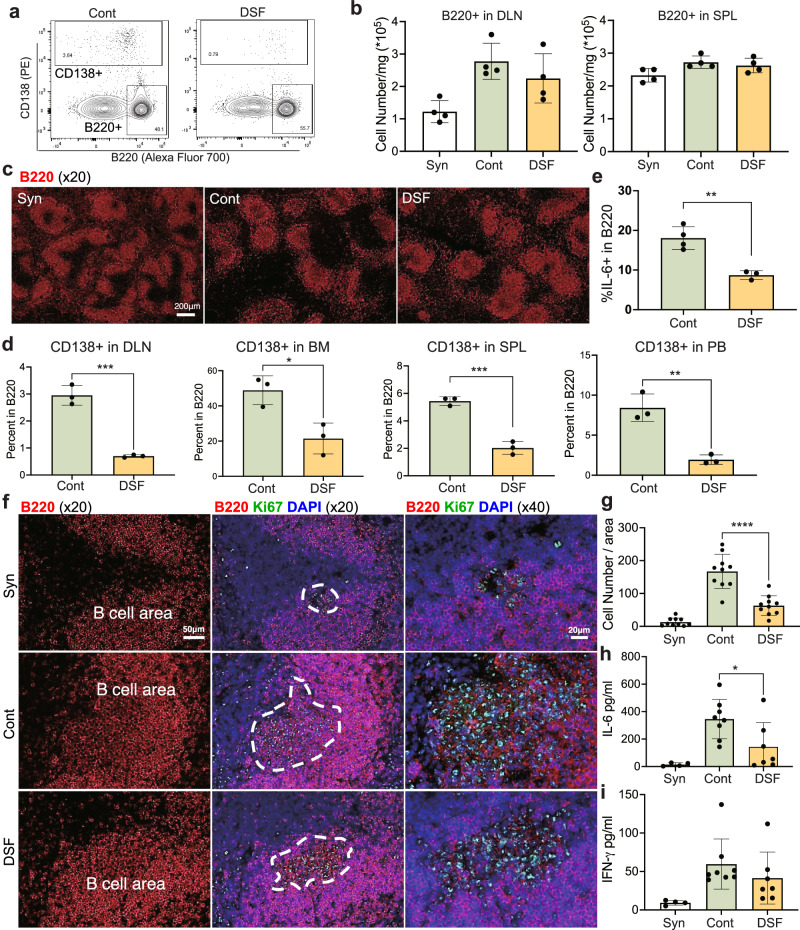
DSF systemically affected B cells and CD138+ plasma cells in vivo at POD9. **a** Flow cytometry plot of B cells (B220+) and CD138+ plasma cells of draining lymph nodes of the control (left) and DSF group (right). **b** The number of B220+ cells in draining lymph node (DLN, *n* = 4 biologically independent mice) and spleen (SPL, *n* = 4 biologically independent mice) (Syn, syngeneic). **c** Immunofluorescent staining of B220 + B cells (red) in the spleen of the recipient. **d** Percentage of CD138+ in B220+ cells in DLN, BM, SPL, and peripheral blood (PB) (*n* = 3 biologically independent mice). **e** Percentage of IL-6+ cells in B220+ cells in the spleen (Cont, *n* = 4; DSF, *n* = 3 biologically independent mice). A representative gating strategy is displayed in Supplementary Fig. 5c. **f** Immunofluorescent staining of Ki67 (green) and B220 (red) of the recipient spleen in syngeneic (Syn, upper), Control group (Cont, middle), and DSF group (DSF, down). **g** Quantification of Ki67 + B220+ cell numbers in the spleen of each recipient (ten fields in three mice). Plasma IL-6 (**h**) and IFN-gamma (**i**) level in recipients (syn, *n* = 4; Cont, *n* = 8; DSF, *n* = 7 biologically independent mice). Significance was calculated using a two-tailed, unpaired Student’s *t* test. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. Data are shown as the mean ± SEM.

### DSF increased the number of CD4+ Foxp3 + CD25+ regulatory T cells in heart graft

We examined whether DSF alters the subset of CD4 + T cells in CD4 + T cell-dominant heart rejection. Flow cytometry analysis of the heart graft infiltrating cells indicated that both the ratio of CD25+ Foxp3+ regulatory T cells in the CD4+ cell population (**P = 0.0021) and the total number of CD4 + CD25+ Foxp3+ cells (*P = 0.0424) significantly increased in the grafts of DSF-treated mice (Fig. 5a, b), whereas the ratio of CD4 + T cells in leukocytes and the total number of CD4 + T cells did not change (Fig. 5c). Graft staining using immunofluorescence with CD4 (green) and Foxp3 (red) showed more Tregs, which were diffusely distributed in the grafts of DSF-treated mice (Fig. 5d).

**Fig. 5:**
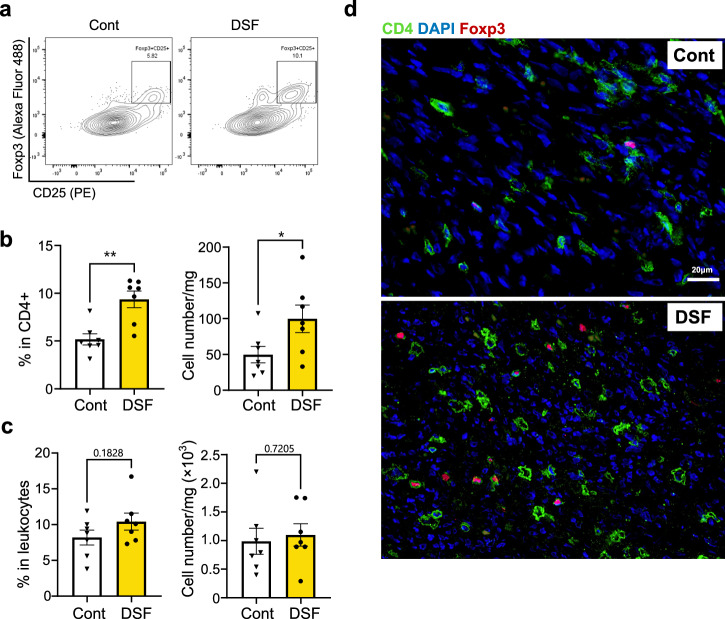
DSF increases the CD4 + CD25+ Foxp3+ regulatory T cell subset in grafts. **a** Flow cytometry plot of CD25+Foxp3+ cells in the CD3 + CD4+ leukocyte gate of the graft-infiltrated cells. **b** Data of FCM profiles of the percentage of CD25+ Foxp3+ cells in CD4+ cells (left) and absolute cell number CD4 + CD25+ Foxp3+ cells (right). *n* = 7 biologically independent mice. **c** Data of FCM profiles of the percentage of CD4 + T cells in leukocytes (left) and absolute cell number CD4 + T cells (right). *n* = 7 biologically independent mice. **d** Immunofluorescent staining of CD4+ (green) and Foxp3+ (red) cells in the graft. Significance was calculated using two-tailed unpaired Student’s *t* test. *P < 0.05, **P < 0.01.

### Direct inhibitory effect of DSF on B cell responses was related to the pyrimidine metabolism pathway

To explore the molecules responsible for the inhibitory effect of DSF on B cell activation, we performed a comprehensive gene expression analysis of B cells and DSF-treated B cells following activation with LPS or IL-4+anti-CD40 antibody (3 h post-activation). 

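In the first RNA-seq experiment, splenic B cells of C57BL/6 mice were isolated by negative selection and cultured for 3 h in 5 groups of 4 samples. The groups were unstimulated B cells, B cells stimulated with LPS or with IL-4+anti-CD40, and B cells given either stimulus together with 1 μM DSF. The paper gives 4000000 cells per well for this culture, whereas the sample labels give 400000. Neither the paper's text nor the labels say whether samples with the same replicate number came from the same mouse. The mRNA was selected with poly-T beads and sequenced, and the authors trimmed the reads with Fastp, mapped them to mm10 with HISAT2 and counted them on genes with featureCounts. The authors deposited the counts of 54532 genes, under Ensembl identifiers and without normalization, and the FPKM they calculated from them. The paper's text does not name a strand setting for the counting, so the counts of overlapping and antisense genes are uncertain. Total counts per library were between 19475589 and 22583661 in unstimulated B cells, with a median of 21896050. With LPS they were between 18057386 and 23183245 (median 20145897), and with LPS and DSF between 17898147 and 20967858 (median 19438988). With IL-4+anti-CD40 they were between 17804851 and 20336023 (median 20058056), and with IL-4+anti-CD40 and DSF between 20137317 and 23632992 (median 22156774). The counts of 2 replicates of a group always differed by more than sampling noise, with a chi-square per gene from 2.86 to 90.7 over the 30 pairs. The unstimulated libraries were the least alike: 744 of 8664 genes (8.59%) had a range of 2-fold or more across the 4 libraries, against 17 of 8336 with LPS. The counts were compared between groups with edgeR's quasi-likelihood test after TMM normalization, with 8 libraries per comparison and an adjusted p under 0.05 (Benjamini-Hochberg) as the threshold. Genes with too few counts were left out by edgeR's filterByExpr, and no minimum fold change was set. Where every library of one group had 3 counts or fewer, the fold change was computed against that floor and is a lower bound.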

Pathway analysis of the upregulated gene sets identified in B cells stimulated with either LPS or IL-4+anti-CD40 treatment via comparisons with the expression levels of genes in unstimulated B cells revealed that although the two stimuli upregulated different pathways, ribosome biogenesis pathways were commonly the most significantly upregulated pathways under both stimulation conditions (Supplementary Fig. 7a, b). By contrast, pathway enrichment analysis of the genes with reduced expression levels under DSF treatment showed that the pyrimidine metabolism pathway was significantly downregulated by DSF under both stimulation conditions (Fig. 6a, b). 

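Compared with unstimulated B cells, LPS raised 4283 and lowered 4818 of the 14477 genes tested, and IL-4+anti-CD40 raised 4389 and lowered 4633 of 14433 (edgeR's quasi-likelihood test, 4 libraries per group). A minimum log2 fold change of 1 moved these numbers most, to 1728 higher and 2214 lower genes with LPS and to 1734 and 2540 with IL-4+anti-CD40. Scaling by total counts alone, which shifted the median gene by -0.23 and -0.15 on the log2 scale, gave 2903 higher and 6387 lower genes with LPS and 3454 and 5574 with IL-4+anti-CD40. Of a hand-written list of 72 ribosome biogenesis genes, 71 were higher under each stimulus, and adjusted over the list alone the number was also 71. This was more than expected among all genes tested (one-sided Fisher's exact test adjusted over 15 lists, p = 1.42e-35 with LPS and 1e-34 with IL-4+anti-CD40). The median log2 fold change of the list was 1.34 with LPS and 1.5 with IL-4+anti-CD40, at the 100th percentile (to 3 digits) of 10000 random gene lists matched on mean expression. The rise was also past the threshold with limma's camera (adjusted p = 1.84e-27 and 1.08e-30) and with fry (4.48e-05 and 0.00014). Among 815 Reactome pathways with LPS and 814 with IL-4+anti-CD40, 200 and 189 were enriched among the raised genes. Processing of Capped Intron-Containing Pre-mRNA ranked first under both, with 95 and 97 of its 119 genes raised (Fisher's exact test, adjusted p = 5.45e-27 and 6.2e-28). All 22 genes of a list of NF-κB targets rose with LPS (median log2 fold change 2.37) and 19 rose with IL-4+anti-CD40 (1.57). All 18 genes of a list of interferon-stimulated genes rose with LPS (median 4.85), whereas 1 rose and 2 fell with IL-4+anti-CD40 (median -0.38). The LPS and IL-4+anti-CD40 libraries were not tested against each other. The largest rises with LPS were those of Edn1 (at least 196-fold), Cxcl10 (398-fold), Saa3 (at least 79.2-fold), Ptx3 (at least 11.2-fold) and Tnfsf15 (at least 48.8-fold). Cxcl10 (ENSMUSG00000034855), on chromosome 5 of GRCm38 from 92346638 to 92348889, overlaps Art3 and had a log2 fold change of 8.62 (SE 0.45, adjusted p = 1.44e-06 from edgeR). The largest rises with IL-4+anti-CD40 were those of Edn1 (at least 46.5-fold), Slc7a2 (166-fold), Cish (125-fold), Slc1a2 (91.2-fold) and Gm39323 (at least 8.31-fold). Cish (ENSMUSG00000032578), on chromosome 9 from 107296026 to 107302784, had a log2 fold change of 6.96 (SE 0.16, adjusted p = 1.07e-07 from edgeR) and overlaps the predicted genes Gm17040 and Gm17041. The 5 largest decreases with LPS were 44.5-fold for Cx3cr1, 42.5-fold for Slc40a1, 42.3-fold for Hfe, and at least 15.2-fold for Abcd2 and 8.27-fold for AC140186.1. With IL-4+anti-CD40, Gm11690 fell 42.5-fold, and Gm34225, Gm34908, Scn8a and Fbxw13 fell at least 13.8-fold, 11-fold, 9.9-fold and 7.59-fold. These sizes belong to the first experiment. In a second one, described below and with 1 library per condition, several were much smaller. There the log2 ratio to unstimulated cells was 2.08 for Cxcl10 with LPS. With IL-4+anti-CD40 it was 0.94 for Slc7a2 and -0.98 for Gm11690, but 5.26 for Cish and 5.04 for Slc1a2.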

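DSF lowered 5096 and raised 4966 of 14154 genes in LPS-stimulated B cells, and lowered 4514 and raised 4301 of 14275 in IL-4+anti-CD40-stimulated B cells (edgeR's quasi-likelihood test, 4 libraries per group). With total counts alone as the scaling, 6680 genes were lower and 3473 higher with LPS, and 5832 and 3262 with IL-4+anti-CD40, a shift of the median gene by -0.21 and -0.15 on the log2 scale. The comparisons under the 2 stimuli share no library, and 3769 genes were lowered and 3540 raised under both, against 210 that moved in opposite directions, among 13736 tested in both. Across these genes, which are not independent replicates, the log2 fold changes had a Pearson correlation of 0.859 and a Spearman correlation of 0.838. KEGG's gene sets were not used here, and a hand-written list of 50 enzymes of pyrimidine metabolism was tested instead. Of its members, 27 of 40 tested were lower with LPS and 24 of 41 with IL-4+anti-CD40 (one-sided Fisher's exact test adjusted over 15 lists, p = 0.000187 and 0.000832), whereas 6 and 9 were higher. Adjusted over the list alone, the numbers were the same. The median log2 fold change was -0.46 with LPS and -0.53 with IL-4+anti-CD40, at the 0.11th and 0.01st percentile of 10000 random lists matched on mean expression. The adjusted p was largest with a minimum log2 fold change of 1: for the DSF effect in LPS-stimulated B cells 9 of 40 enzymes were lower, and for the DSF effect in IL-4+anti-CD40-stimulated B cells 7 of 41 (exact test, adjusted p = 0.00631 and 0.018). Camera gave adjusted p-values of 0.000158 and 0.000135 and fry 6.94e-09 and 0.000123, so both calls held under fry. Of 32 RNA polymerase subunits, 24 were lower under each stimulus (Fisher's exact test, adjusted p = 5.91e-05 and 2.85e-06). Of 12 DNA polymerase subunits, 10 were lower with LPS (exact test, adjusted p = 0.00234) and 7 with IL-4+anti-CD40 (0.0951). For these subunits camera passed the threshold with IL-4+anti-CD40 (adjusted p = 0.0396) and not with LPS (0.0533). Fry passed it under both (4.44e-07 with LPS and 0.000123 with IL-4+anti-CD40). Of the 72 ribosome biogenesis genes, 49 were lower with LPS and 61 with IL-4+anti-CD40 (exact test, adjusted p = 4.58e-07 and 1.88e-19), with medians of -0.26 and -0.43. Of 38 aminoacyl-tRNA synthetases, 25 and 29 were lower (0.000535 and 1.4e-07). Of 22 NF-κB targets, 10 were lower with LPS (0.397) and 13 with IL-4+anti-CD40 (0.0152), and 11 of 18 interferon-stimulated genes were lower and 4 higher with LPS (0.0494). The LPS result for the interferon-stimulated genes passed with fry (0.0042) and not with camera (0.144), and their median was -0.24. With IL-4+anti-CD40, 0 of 17 were lower and 0 higher, 0 in either direction also at an unadjusted p under 0.05. Their median was 0.45, at the 99.7th percentile of matched random lists, but neither camera (0.515) nor fry (0.574) passed the threshold. These results treat the samples as unpaired. With samples of the same number paired in a replicate block, the list passed the exact test for raised genes. The absence of calls with IL-4+anti-CD40 therefore depends on the unpaired fit. Among 806 Reactome pathways, 120 were enriched among the lowered genes under each stimulus. Organelle biogenesis and maintenance ranked first under both, with 152 of 243 and 136 of 245 genes lowered (Fisher's exact test, adjusted p = 1.73e-14 and 4.75e-12). Reactome's smaller pyrimidine metabolism pathway had 11 of 17 genes lowered under each stimulus, at rank 134 with LPS (0.09) and rank 107 with IL-4+anti-CD40 (0.0369). From the enrichment of pyrimidine metabolism among the genes with reduced expression under both stimuli, the paper states that DSF downregulated this pathway (Fig. 6a, b). It then turns to the pathway's role in B cells with an inhibitor of DHODH and with uridine, and from those cultures it proposes that DSF inhibits both the de novo and the salvage pathway.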

The commonly known target genes in the pyrimidine metabolism pathway^29^ were repressed by DSF (Fig. 6c). 

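The 32 genes of Fig. 6c were all tested in both comparisons. With DSF, 23 were lower and 2 higher in LPS-stimulated B cells, and 21 were lower and 5 higher in IL-4+anti-CD40-stimulated B cells (edgeR's quasi-likelihood test, adjusted p under 0.05). Adjusted over the list alone, these numbers were unchanged, but the list is the one the paper displays for these same samples, so they are not independent evidence. Lowered genes were more frequent in the list than among all genes tested (one-sided Fisher's exact test, adjusted p = 0.000187 and 0.000295). Every DSF-treated library lay below every library without DSF for 23 genes with LPS and 20 with IL-4+anti-CD40, where chance gives 1.43% of genes that do not differ at all. The median ratio of the TMM-normalized means was 0.662 with LPS and 0.631 with IL-4+anti-CD40. In the deposited counts without normalization, 30 and 25 genes had a lower mean with DSF, against 28 and 25 after TMM normalization and in the deposited FPKM. Dctd (ENSMUSG00000031562, chromosome 8 of GRCm38, 48099092 to 48153233) encodes dCMP deaminase and fell most, by 2.21 on the log2 scale with LPS (SE 0.117, adjusted p = 1.1e-14) and by 2.24 with IL-4+anti-CD40 (SE 0.167, adjusted p = 1.52e-06 from edgeR). Cad (ENSMUSG00000013629, chromosome 5, 31054780 to 31078479), whose product carries out the first steps of de novo synthesis, fell by 1.81 under both (SE 0.0503 and 0.0846, adjusted p = 2.17e-20 and 5.02e-07 from edgeR). Dctpp1 fell by 1.68 with LPS and by 1.41 with IL-4+anti-CD40, Entpd6 by 1.65 and 1.49, and Dhodh by 1.43 and 1.39. Cad, Dctd, Dctpp1, Dhodh and Entpd6 lay below in every DSF-treated library. Nme2 was higher with DSF, by 1.28 with LPS (SE 0.218, adjusted p = 1.14e-05) and by 0.58 with IL-4+anti-CD40 (adjusted p = 0.031 from edgeR). The second of these calls was lost without replicate 1 or 2 of the vehicle libraries (0.47 and 0.46) or replicate 1 or 3 of the DSF libraries (0.50 and 0.52). Nme2 lies beside Nme1 on chromosome 11 (93949814 to 93956259) and overlaps the readthrough gene Gm20390, so its reads cannot be assigned with certainty. Entpd5 was higher by 0.66 with LPS and 0.69 with IL-4+anti-CD40 (adjusted p = 1.71e-09 and 4.07e-05 from edgeR). With IL-4+anti-CD40, Dck (0.55), Tk2 (0.34) and Rrm2b (0.24) were also higher, the last with an adjusted p of 0.0215 that was lost without replicate 1 of either group (0.20 and 0.18). A test of the difference between the stimuli passed the threshold for 6 of the 32 genes, namely Tyms, Uck1, Ctps, Tk2, Dck and Ctps2.

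**Figure D1:**
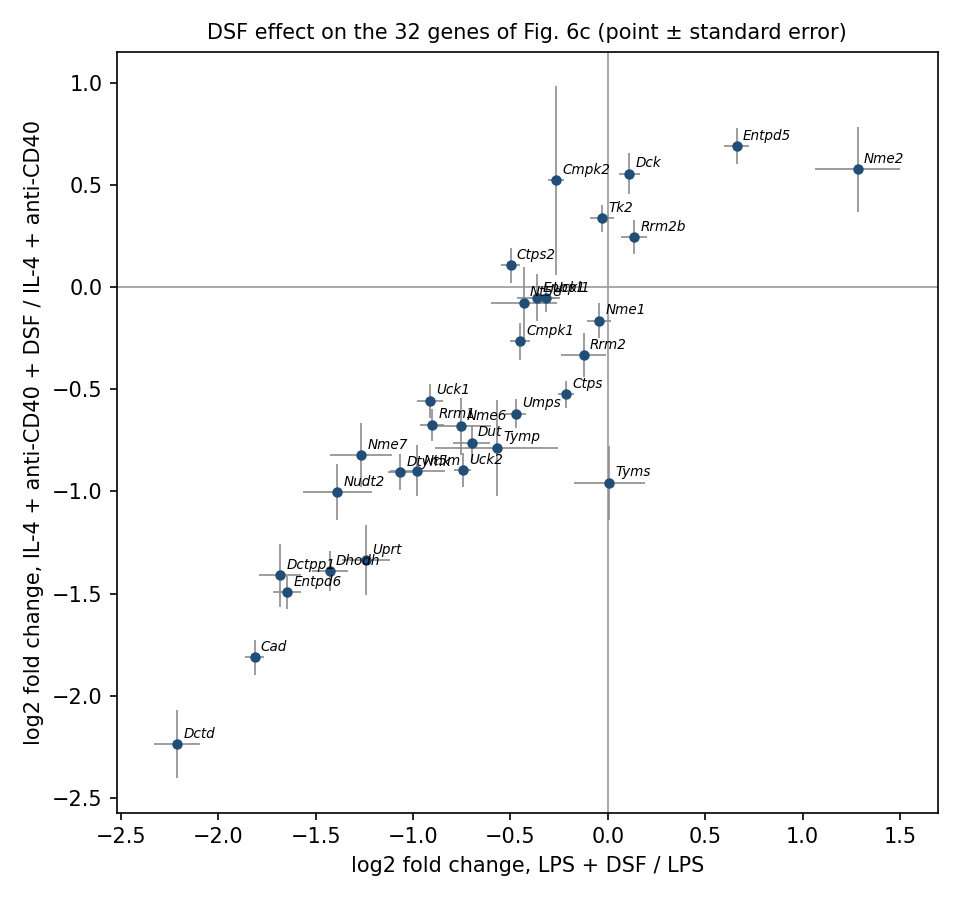
Log2 fold change with DSF of each of the 32 genes of Fig. 6c in LPS-stimulated (horizontal axis) and IL-4+anti-CD40-stimulated B cells (vertical axis), 4 libraries per group. Bars show the standard error of the log2 fold change derived from edgeR's F statistic. Most genes lie below 0 on both axes, whereas Nme2 and Entpd5 lie above 0 on both.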

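A second RNA-seq experiment compared DSF with ibrutinib, an inhibitor of the kinase Btk, in 7 libraries of 1 sample each. B cells were unstimulated, stimulated with LPS or with IL-4+anti-CD40, or given either stimulus with DSF or with ibrutinib, each at 1 μM, for 3 h. Total counts were 18722471 in unstimulated B cells, 17509704 with LPS, 17602312 with IL-4+anti-CD40, 20168650 with LPS and DSF, 16049295 with IL-4+anti-CD40 and DSF, 23074381 with LPS and ibrutinib, and 24619776 with IL-4+anti-CD40 and ibrutinib. The authors trimmed, mapped and counted these reads as in the first experiment and deposited unnormalized counts and FPKM. Because each condition had 1 library, no difference has a replicate check and no p-value was computed across genes. The counts were TMM-normalized, a prior count of 2 was added, and log2 ratios were taken against the library with the same stimulus and no inhibitor, for 14275 genes with a mean of at least 10 counts. The median of a gene list was placed among 10000 random lists of the same size matched on mean expression, which describes these libraries only.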

We also performed RNA-seq analysis of stimulated B cells in the presence of ibrutinib, a Btk inhibitor (Supplementary Fig. 7c, d), which inhibited B cell responses in a manner comparable to the effect of DSF (with treatment of 1 μM for both in Supplementary Fig. 3). Ibrutinib did not inhibit the expression of genes related to pyrimidine metabolism in B cell activation.

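With ibrutinib, the 41 pyrimidine metabolism enzymes with a mean of at least 10 counts had a median log2 ratio of -0.078 with LPS and -0.095 with IL-4+anti-CD40, and 25 and 28 of them were lower. These medians lay at the 5.13th and 2.55th percentile of matched random lists. With DSF in the same experiment, the medians were -0.94 and -1.03, at the 0.01st percentile and below all random lists, and 32 and 30 enzymes were lower. The 7 genes of Fig. 6e had a median log2 ratio of -0.19 with LPS and -0.21 with IL-4+anti-CD40 under ibrutinib (7.71th and 4.38th percentile), against -2.05 and -2.30 under DSF. The 32 genes of Fig. 6c had medians of -0.071 and -0.11 under ibrutinib and of -1.22 and -1.37 under DSF. The 6 salvage genes of Fig. 6d had medians of -0.46 with LPS (0.16th percentile) and 0.075 with IL-4+anti-CD40 (71.1th percentile) under ibrutinib, and of -0.28 and -0.33 under DSF (37.2th and 33.8th percentile). Cad had 3156 counts with LPS and ibrutinib against 3653 with LPS alone, a log2 ratio of -0.60, and 493 with LPS and DSF, a log2 ratio of -2.78. Dhodh had 451 counts with LPS and ibrutinib against 392 with LPS alone, a log2 ratio of -0.18 after normalization, and 83 with LPS and DSF, a log2 ratio of -2.11. The ribosome biogenesis genes had medians of -0.26 and -0.27 under ibrutinib and of -0.92 and -1.16 under DSF, below all random lists in each case. DSF changed 2785 of 14275 genes downwards and 2900 upwards by 2-fold or more with LPS, and 2891 and 3133 with IL-4+anti-CD40. The corresponding numbers for ibrutinib were 353 and 401 with LPS and 241 and 318 with IL-4+anti-CD40. With total counts as the scaling, the median gene under DSF lay at -0.34 with LPS and -0.25 with IL-4+anti-CD40, against -0.040 and -0.0083 after TMM normalization, and the enzymes' medians were -1.25 and -1.27. Across genes, which are not independent replicates, the log2 ratios of DSF and ibrutinib had a Pearson correlation of 0.22 with LPS and 0.223 with IL-4+anti-CD40. Simulated libraries with no effect that shared the same stimulated library as control gave 0.518 to 0.559 and 0.504 to 0.545. All variation in these simulations was noise. The real log2 ratios of DSF spread far more than those of ibrutinib, with interquartile ranges of 1.58 against 0.424 with LPS and 1.68 against 0.407 with IL-4+anti-CD40. The simulated values are therefore no benchmark for the observed ones, and the part due to the shared control was not estimated. Having introduced ibrutinib as an inhibitor of B cell responses comparable to DSF at the same dose (Supplementary Fig. 3), the paper states that it did not inhibit the expression of pyrimidine metabolism genes.

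**Figure D2:**
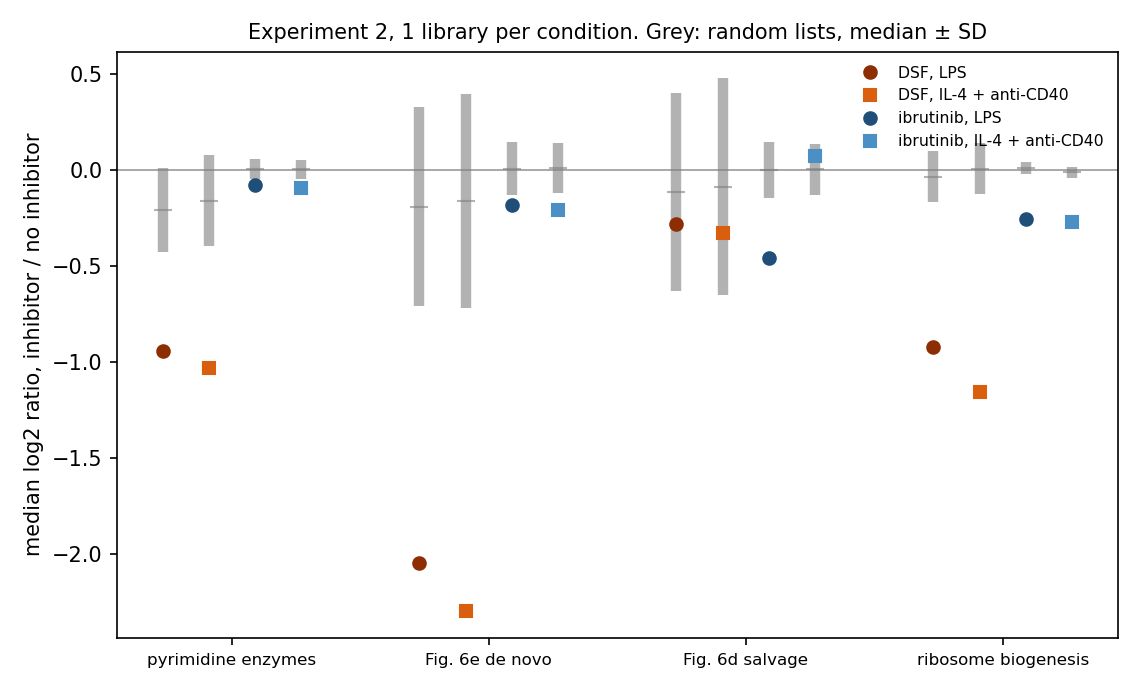
Median log2 ratio to the library with the same stimulus and no inhibitor for gene lists of the second experiment, with 1 library per condition. Under ibrutinib the pyrimidine enzymes lie at -0.078 and -0.095, and under DSF at -0.94 and -1.03.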

**Fig. 6:**
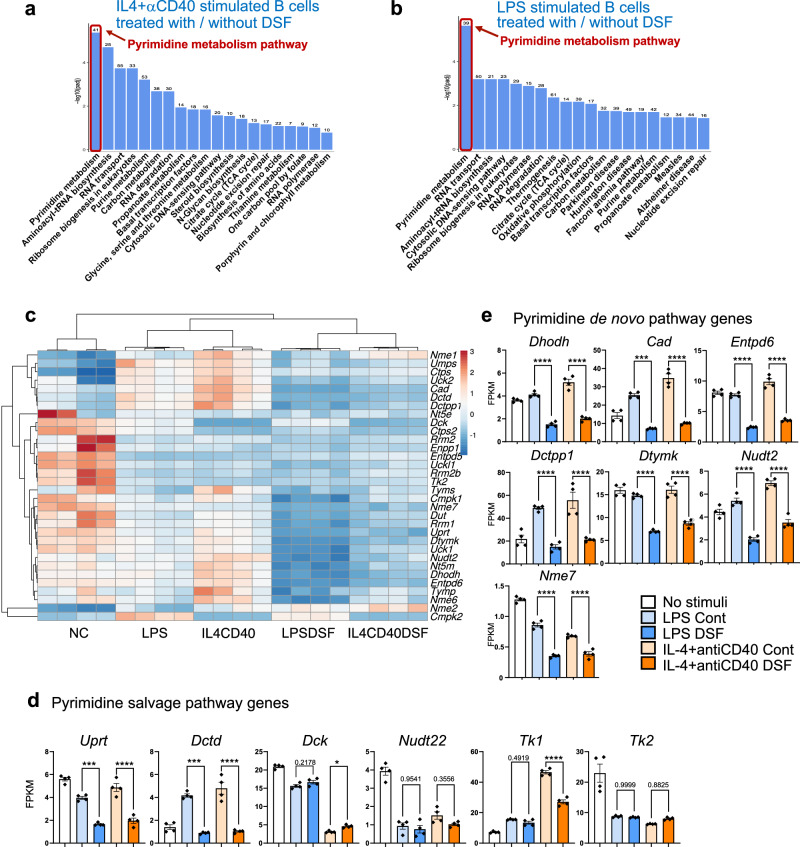
Inhibitory effect of DSF on the B cell response was related to the pyrimidine metabolism pathway. KEGG pathway (down-regulated genes) enrichment analysis of RNA-seq data of B cells 3 h after stimulation by IL4+anti-CD40 antibody (IL4CD40) (**a**) or LPS (**b**), pathways downregulated in DSF-pre-treated B cells compared with those in B cells without DSF. **c** Hierarchical clustering and heat map of mRNA transcript abundance in B cells unstimulated (NC) or stimulated with IL-4 plus anti-CD40 antibody or LPS with DSF (IL4CD40DSF and LPSDSF) or without inhibitor (IL4CD40 and LPS). Gene expression FPKM values obtained from RNA-seq analysis related to salvage pathway (**d**) and de novo pathway (**e**) and in pyrimidine synthesis (*n* = 4 biologically independent samples). Significance was calculated using one-way ANOVA with Tukey’s post-hoc analysis: *P  <  0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. Data are shown as the mean ± SEM.

### DSF inhibits the pyrimidine metabolism pathway by de novo synthesis and recycling via the salvage pathway

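In the first RNA-seq experiment, 13 of 41 pyrimidine metabolism enzymes were higher and 14 lower in LPS-stimulated than in unstimulated B cells after 3 h, and 14 were higher and 14 lower with IL-4+anti-CD40. Raised enzymes were not more frequent than among all genes tested (one-sided Fisher's exact test adjusted over 15 lists, p = 0.618 with LPS and 0.445 with IL-4+anti-CD40). Adjusted over the list alone, 13 and 14 were higher and 15 and 14 lower. The median log2 fold change was -0.17 with LPS and -0.062 with IL-4+anti-CD40, at the 18.5th and 42.8th percentile of matched random lists. With RNA and DNA polymerase subunits added to the list, 41 of 85 genes were higher with LPS and 44 of 85 with IL-4+anti-CD40, more than expected (exact test, adjusted p = 0.000464 and 6.58e-05). The RNA polymerase subunits alone rose in 24 of 32 cases under each stimulus (4.29e-07 and 9.51e-07), with median log2 fold changes of 0.47 and 0.56, and of 12 DNA polymerase subunits 4 and 6 rose. Under 3 other settings the enzymes alone also passed the threshold, namely with a minimum log2 fold change of 1 for LPS (0.0372), with DESeq2 for IL-4+anti-CD40 (0.0353), and with all genes of any count for both (0.0493 and 0.0201). With camera and fry, neither stimulus moved the enzymes past the threshold (camera 0.961 and 0.811, fry 0.51 and 0.391). Of the 32 genes of Fig. 6c, 10 were higher and 11 lower with LPS, and 12 and 10 with IL-4+anti-CD40. Individual genes moved by more than the spread between replicates. Cad rose by 0.85 on the log2 scale with LPS and by 1.31 with IL-4+anti-CD40 (adjusted p = 0.000781 and 0.000122 from edgeR), and Dctd by 1.59 and 1.80 (0.00012 and 0.000175). Dhodh rose by 0.54 with IL-4+anti-CD40 (adjusted p = 0.00119 from edgeR). With LPS its rise was 0.20 (0.0417), and it was not past the threshold without replicate 1 or 2 of the unstimulated libraries or replicate 1, 2 or 4 of the LPS libraries. With total counts alone as the scaling, its change with LPS was -0.027. Among the genes of Fig. 6d and 6e, Tk1 had a mean FPKM of 7.22 ± 0.563 (SD, n = 4) in unstimulated B cells, 15.5 ± 0.332 with LPS and 46.5 ± 2.24 with IL-4+anti-CD40. Tk1 overlaps Afmid and Gm20708. Tk2 fell from 22.9 ± 5.96 to 8.76 ± 0.324 with LPS and 6.27 ± 0.133 with IL-4+anti-CD40. Of the 13 genes, 6 had a higher mean FPKM with LPS and 7 a lower one, 5 in each direction past the threshold (exact permutation test, adjusted p = 0.0354). With IL-4+anti-CD40, 8 were higher and 5 lower, 7 and 4 of them past the threshold.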

B-cell stimulation upregulates the pyrimidine metabolism pathway; however, the physiological role of this pathway in B-cell activation and differentiation has not yet been elucidated. Therefore, we confirmed the effect of an inhibitor of DHODH, which is the rate-limiting enzyme of the pyrimidine metabolism pathway, on B cell activation. B cells isolated from naïve mice were stimulated with LPS or IL-4 + CD40 ligation in the presence of different concentrations of a potent DHODH inhibitor Orludodstat (also as BAY 2402234). The DHODH inhibitor significantly reduced cluster formation of B cells (Fig. 7a) and the number of total B cells (Fig. 7b). It also reduced CD138+ plasma cells (Fig. 7c) even at a concentration of 0.01 μM. The blockade of de novo pyrimidine synthesis can be reversed by supplying uridine to the salvage pathway (Fig. 7d). Uridine completely restored the reduced number of B and plasma cells in the DHODH inhibitor-treated cases (Fig. 7b, c). In contrast, uridine did not rescue the B cell responses inhibited by DSF (Fig. 7e, f). DSF also decreased the B cell response when the salvage pathway was induced by inhibition of the de novo pathway by treatment with the DHODH inhibitor and addition of uridine (Fig. 7g, h). These results suggest that DSF inhibits both the de novo and salvage pathways in pyrimidine metabolism. Indeed, DSF reduced the expression levels of genes associated with the salvage pathway (Fig. 6d), such as *Uprt* and *Dctd* in both TD and TI responses and *Tk1* in the case of the TD response, in addition to genes related to the de novo pathway (Fig. 6e).

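The deposited FPKM of the 13 genes of Fig. 6d and 6e were compared between 4 samples with and 4 without DSF by a two-sided exact permutation test, whose smallest p is 0.0286. The p-values were adjusted over 52 tests, which makes 0.0354 the adjusted value of every gene whose groups did not overlap, where chance gives 1.43% of genes in each direction. Uprt (ENSMUSG00000073016, chromosome X of GRCm38, 104482818 to 104507490) encodes uracil phosphoribosyltransferase. Its FPKM was 3.96 ± 0.258 (SD, n = 4) with LPS and 1.65 ± 0.121 with LPS and DSF, a ratio of 0.418. With IL-4+anti-CD40 it was 4.87 ± 0.698 without and 1.96 ± 0.458 with DSF, a ratio of 0.403. Dctd had 4.17 ± 0.288 with LPS and 0.891 ± 0.0869 with LPS and DSF, and 4.80 ± 1.05 with IL-4+anti-CD40 and 1.03 ± 0.134 with DSF added, a ratio of 0.214 under both. In both genes every DSF-treated sample lay below every sample without DSF (exact permutation test, adjusted p = 0.0354). Tk1 had 46.5 ± 2.24 with IL-4+anti-CD40 and 27.1 ± 2.59 with DSF added, a ratio of 0.583 that was past the threshold. With LPS the ratio of Tk1 was 0.865 (exact permutation test, p = 0.0857, adjusted p = 0.099), and it passed the threshold only when TMM-normalized CPM replaced the FPKM, with a log2 ratio of -0.31. Dck rose with DSF from 3.09 ± 0.265 to 4.6 ± 0.42 with IL-4+anti-CD40, a ratio of 1.49, and Tk2 from 6.27 ± 0.133 to 8.02 ± 0.433, a ratio of 1.28, both without overlap between the groups. With LPS their ratios were 1.07 (exact permutation test, adjusted p = 0.19) and 0.967 (0.217). When TMM-normalized CPM replaced the FPKM, 11 of the 13 genes were lower past the threshold with LPS, against 9 with the FPKM. Nudt22 had ratios of 0.809 with LPS (0.524) and 0.677 with IL-4+anti-CD40 (0.0675). As a list, 3 of the 6 salvage genes were lower with DSF under each stimulus in edgeR's test of the counts, which was not more than expected (one-sided Fisher's exact test, adjusted p = 0.56 and 0.477). Adjusted over the list alone, 3 were lower with LPS and 4 with IL-4+anti-CD40. Their median log2 fold change was -0.24 with LPS and -0.69 with IL-4+anti-CD40, at the 31.4th and 1.13th percentile of matched random lists. Limma's fry, which asks whether the genes change at all, called the list lower (adjusted p = 7.87e-05 and 7.07e-05), and camera, which compares it with other genes, did not (0.165 and 0.0804). All 7 genes of Fig. 6e, Dhodh, Cad, Entpd6, Dctpp1, Dtymk, Nudt2 and Nme7, had a lower FPKM with DSF, without overlap between the groups. Their ratios were between 0.281 and 0.472 with LPS and between 0.289 and 0.572 with IL-4+anti-CD40. Cad fell from 25.4 ± 1.59 to 7.15 ± 0.37 with LPS and from 34.8 ± 4.55 to 10.04 ± 0.564 with IL-4+anti-CD40. Dhodh (ENSMUSG00000031730, chromosome 8, 109591343 to 109608673) fell from 4.11 ± 0.228 to 1.51 ± 0.226 and from 5.19 ± 0.541 to 2.01 ± 0.198. In edgeR's test all 7 were lower under both stimuli, more than expected (one-sided Fisher's exact test, adjusted p = 0.00196 and 0.000832). The paper displays these 7 genes for these same samples, so this is not independent evidence. Leaving out any 1 library changed neither the direction nor the number of genes with a lower mean, 12 with LPS and 11 with IL-4+anti-CD40.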

**Fig. 7:**
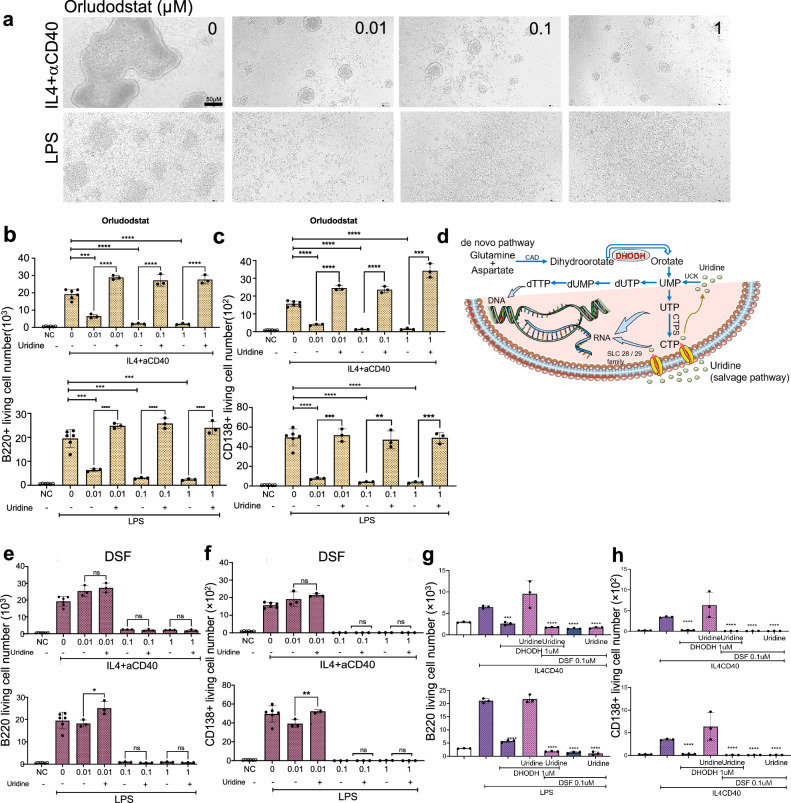
B-cell responses were inhibited by DHODH inhibitor (Orludodstat) comparable to DSF and can be restored by Uridine, but not DSF. **a** B-cell cluster formation after stimulation with IL-4 plus anti-CD40 antibody or LPS with or without pre-treatment with indicated concentrations of Orludodstat. Numbers of B cells (**b**) and CD138+ plasma cells (**c**) recovered after 4-day culture in the presence of indicated concentrations of Orludodstat, stimulated by IL-4 plus anti-CD40 (upper panel) or LPS (lower panel), and effect of uridine added to the B cell culture on the inhibitory effect of Orludodstat (NC, unstimulated, *n* = 6; IL4+anti-CD40, *n* = 6; LPS, *n* = 6; stimulated in the presence of Orludodstat, *n* = 3 biologically independent samples). **d** Simplified schematic of pyrimidine synthesis in de novo synthesis and salvage pathways. Effect of uridine added to the B-cell culture on the inhibitory effect of DSF on B cells (**e**) and CD138+ plasma cells (**f**) recovered after stimulation with IL4+anti-CD40 (upper panel) or LPS (lower panel) (NC, unstimulated, *n* = 6; IL4 + aCD40, *n* = 6; LPS, *n* = 6; stimulated in the presence of DSF, *n* = 3 biologically independent samples). DSF decreased the salvage pathway-driven B cell response induced by inhibition of the de novo pathway by the DHODH inhibitor and addition of uridine in B220+ cells (**g**) or CD138+ plasma cells (**h**) (*n* = 3 biologically independent samples). Significance was calculated using one-way ANOVA with Tukey’s post-hoc test: *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. Data are shown as the mean ± SEM. **d** was generated using Servier Medical Art, licensed under a Creative Commons Attribution 3.0 Unported License.

## Discussion

In this study, we first demonstrated that DSF directly inhibited the proliferation of B cells and reduced the frequency of plasma cells in vitro. Building upon these findings, we then applied DSF to a cardiac transplantation model. DSF improved graft survival in a CD4 + T cell-dominant heart rejection model in the transplanted grafts, systemically suppressed plasma DSA levels, and reduced the frequency of plasma cells in vivo. DSF also inhibited macrophage accumulation in the vascular region, alleviated endovascular deposits of IgM and IgG, and increased the number of Tregs in the grafts. Furthermore, DSF inhibited macrophage activation and cytokine secretion that participate in mediating the differentiation of B cells and the production of antibodies. 

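Apart from pyrimidine metabolism, the genes with the largest changes under DSF in the first RNA-seq experiment were named by a fixed rule: the 5 largest log2 fold changes in edgeR per direction and stimulus, with no overlap between the 4 libraries with and the 4 without DSF. Their CPM below were TMM-normalized over all 20 libraries, whereas the tests used the 8 libraries compared. With LPS, the largest decreases were those of Gm31793 (at least 6.63-fold), Grm6 (13.6-fold), Ccr6 (12-fold), Slc4a10 (10.5-fold) and B3gnt7 (9.67-fold). With IL-4+anti-CD40, they were those of Clec4g (18.4-fold), Gm12660 (at least 6.63-fold), Grm6 (12.8-fold), Insm1 (10.6-fold) and 4930538E20Rik (9.28-fold). Ccr6 (ENSMUSG00000040899, chromosome 17 of GRCm38, 8236043 to 8257141) encodes a chemokine receptor and fell from 72.5 ± 2.6 CPM (SD, n = 4) to 5.81 ± 0.539 with LPS. Its log2 fold change was -3.53 (SE 0.0719, adjusted p = 5.02e-23 from edgeR's quasi-likelihood test), and with IL-4+anti-CD40 it fell from 32.8 ± 3.52 to 5.08 ± 0.798 CPM. Grm6 (ENSMUSG00000000617, chromosome 11, 50850685 to 50866208) encodes a glutamate receptor and overlaps the antisense gene Gm12660, so the counts of both are uncertain. It fell from 20.04 ± 0.748 to 1.42 ± 0.55 CPM with LPS and from 39.0 ± 6.5 to 3.06 ± 0.253 CPM with IL-4+anti-CD40 (log2 fold changes of -3.69 and -3.66, adjusted p = 4.49e-17 and 2.67e-07 from edgeR). The largest increases with LPS were those of Muc3 (at least 14.7-fold), Xirp1 (at least 22.8-fold), Hspa1b (158-fold), Hspa1a (153-fold) and Efr3b (147-fold). With IL-4+anti-CD40, they were those of BC028777 (at least 9.36-fold), Muc3 (32.7-fold), Gm43279 (at least 6.05-fold), Mir212 (at least 10.2-fold) and Hspb1 (22.8-fold). Hspa1a (ENSMUSG00000091971, chromosome 17, 34969190 to 34972156) encodes an inducible heat shock protein and shares almost all its sequence with Hspa1b, so reads may have been split between them. With LPS it rose to 2867 ± 390 CPM with DSF (log2 fold change 7.35, SE 0.182, adjusted p = 2.42e-21 from edgeR). With IL-4+anti-CD40 it rose to 2308 ± 282 CPM from 9.89, 15.2, 107 and 419 in the 4 vehicle libraries, a log2 fold change of 4.08 that was 5.72 without vehicle replicate 4. Efr3b (ENSMUSG00000020658, chromosome 12, 3962554 to 4038915) rose from 0.278 ± 0.0835 to 39.4 ± 4.08 CPM with LPS (log2 fold change 7.20, SE 0.16, adjusted p = 2.87e-22 from edgeR). With IL-4+anti-CD40 it rose to 26.8 ± 4.3 CPM from 0.285, 0.381, 1.15 and 4.50, a log2 fold change of 4.15 that was 5.45 without vehicle replicate 4.

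**Figure D3:**
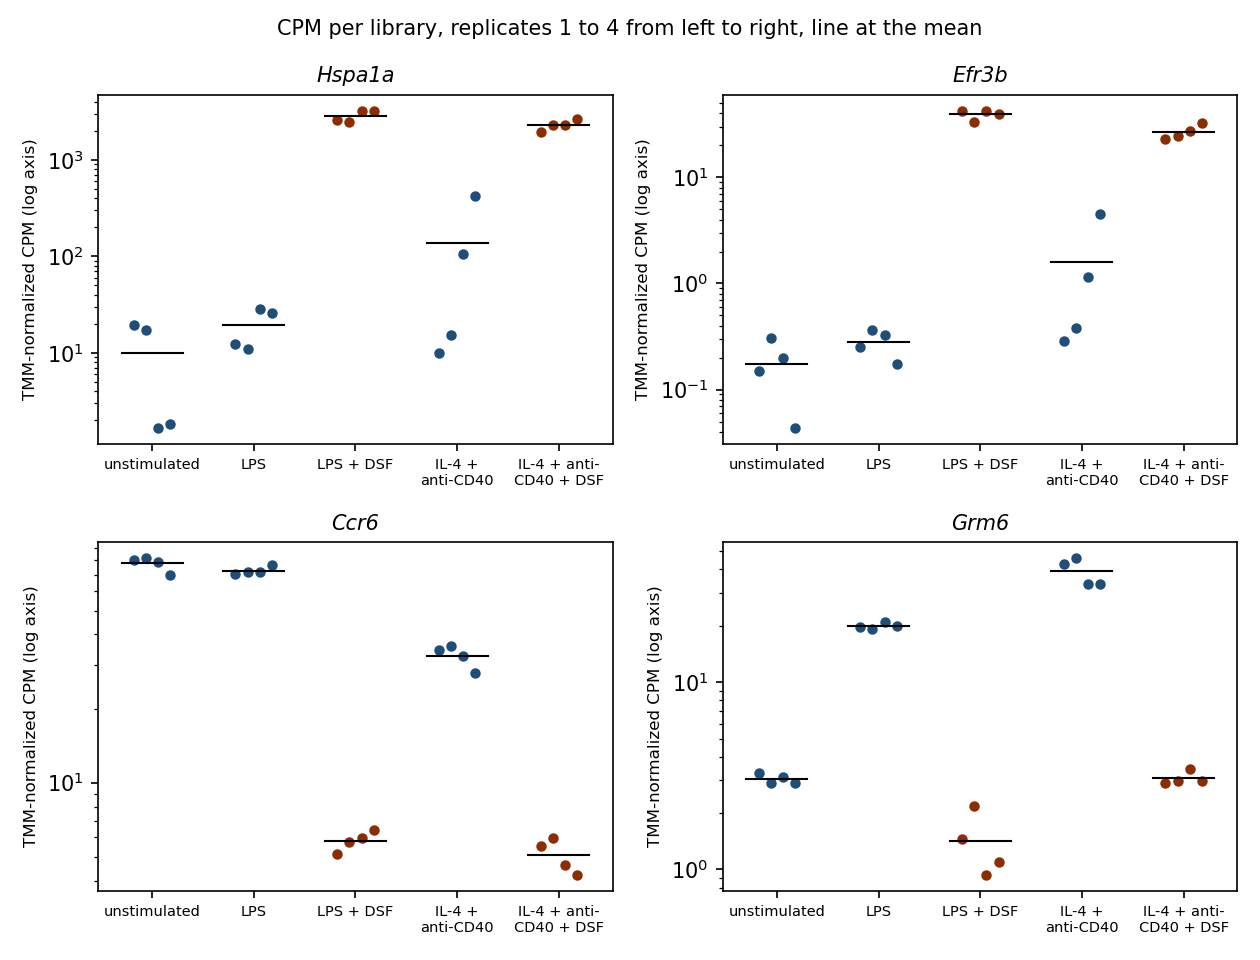
TMM-normalized CPM, on a log axis, of Hspa1a, Efr3b, Ccr6 and Grm6 in each of the 20 libraries of the first RNA-seq experiment, with the mean of each group of 4. The DSF-treated libraries of Hspa1a lie near 2867 CPM with LPS and 2308 CPM with IL-4+anti-CD40, while 2 of the 4 IL-4+anti-CD40 vehicle libraries lie at 107 and 419 CPM.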

Although these were not confirmed as direct target molecules, our RNA-seq analysis did reveal several candidate molecules with inhibited expression following DSF treatment, which was mainly related to pyrimidine metabolism. Our findings thus indicate the critical role of DSF in regulating AMR progression. As a new therapeutic agent that can suppress AMR by inhibiting B cell activation rather than by eliminating B cells, DSF is expected to find rapid clinical applications, especially as it is already used safely in clinical practice. We also found that the pyrimidine metabolism pathway is involved in the inhibition of B cell proliferation by DSF. Our findings indicate the critical role of DSF in regulating AMR progression.

Survival of oncology and transplant patients has increased significantly with improved treatments. However, cancer patients are at a risk of organ failure, which necessitates transplantation, and transplant recipients receiving long-term immunosuppressive drugs may also develop tumors^30^. Disulfiram with anti-cancer properties^19^ may be a promising therapeutic option that could benefit patients who require complex immune modulation after receiving both transplant immunosuppressants and antitumor therapies (Fig. 8).

**Fig. 8:**
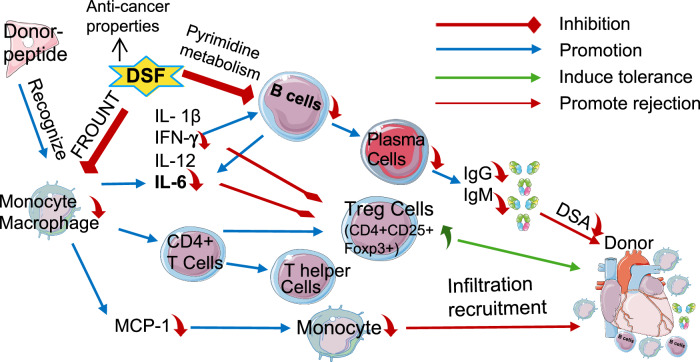
Summary of the effect of DSF on B cells and other rejection-related immune responses. Scheme illustrating the mechanisms of DSF modulating antibody-producing reaction through the regulation of macrophage activation and pyrimidine metabolism in B cells. This figure was generated using Servier Medical Art, licensed under a Creative Commons Attribution 3.0 Unported License.

In the cardiac transplant model in our study, DSF inhibited macrophage migration and activation, which is consistent with our previous findings in a cancer model^19^ and glomerulonephritis model^20^. This is the first study to show that DSF has a potent effect on B cell and plasma cell inhibition, both in vitro and in vivo (Fig. 1, Supplementary Figs. 1–3). DSF inhibits B cell responses to TI or TD stimulation in vitro more potently than any other inhibitor of molecules involved in B cell activation, suggesting that there may be an undetermined mechanism for the B-cell inhibitory actions of DSF. Although DSF inhibited both TI and TD responses in vitro, we also observed a significant change in the germinal center with reduced proliferation (Fig. 4f), suggesting altered TD responses in the recipient. Apart from the increase in the number of Tregs, the mechanisms mediated by helper T cells, especially follicular helper T cells, should be clarified in the future. Less macrophage infiltration and milder complement deposition were observed in the grafts, as revealed through histological analysis of the grafts (Fig. 3). These findings indicated that DSF can alleviate AMR and suppress endothelial cell activation.

AMR is a major cause of graft loss^2^. Immunosuppressive drugs that are routinely used in clinical practice, such as mycophenolic acid, FK506, and cyclosporine, all have immunomodulatory effects on T cells, including CD8+ cells. This suggests that most cases of AMR occur even when T-cell responses are suppressed by these current drugs. Accordingly, in this study, we depleted CD8 to better focus on the specific effect of DSF on AMR. B cells and plasma cells, as persistent sources of pathogenic alloantibodies and autoantibodies, have been treated as targets for refractory AMR and have gained increasing attention^31^. All treatments, including PLEX, IA, IVIG, immunomodulation, T cells, B cells, or plasma cell depleting agents^15,32,33^, when used individually target the removal of single cells or DSA. The combination is cumbersome and has a limited effect on CD138 + long-lived antibody-producing bone marrow plasma cells^33–36^. Even in recent times, patients with pre-existing HLA antibodies require splenectomy for desensitization before the transplantation^36^. Clinical progress starts with the use of proteasome inhibitors (PIs) to prevent anamnestic AMR with a higher risk^37^. However, PIs are currently limited to preventing anamnestic AMR and are not used for de novo AMR^31^. This evidence highlights the need to upgrade the treatment regimen for AMR.

Previous studies have shown the inhibition of tumor growth by DSF via stress-related signaling pathways such as proteasome inhibition and induction of apoptosis through activation of endoplasmic reticulum stress^38,39^. However, the inhibition in these cases was found to be the most efficient when DSF was present as a copper complex. By contrast, we found that the inhibitory effect on B cells was the most effective with treatment of DSF alone, suggesting that this effect is mediated by a mechanism distinct from that underlying its inhibitory effect on tumor cells. Indeed, RNA-seq and in vitro experiments showed that the pyrimidine metabolism pathway is enhanced upon B cell activation, and DSF inhibits this pathway (Figs. 6, 7). 

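The levels in DSF-treated, stimulated B cells were also compared with those in unstimulated B cells of the first RNA-seq experiment, 4 libraries against 4. Of 40 pyrimidine metabolism enzymes, 25 lay below every unstimulated library in every library with LPS and DSF, and 24 in every library with IL-4+anti-CD40 and DSF. Another 7 and 6 lay above every unstimulated library. Chance gives 1.43% in each direction for genes that do not differ at all. The share among all genes was not counted, so these numbers do not show that the enzymes moved more than other genes. The median log2 ratio to unstimulated cells was -0.85 with LPS and DSF and -0.69 with IL-4+anti-CD40 and DSF, against -0.085 and -0.036 for the stimuli without DSF. With total counts in place of TMM normalization, 28 and 27 enzymes lay below every unstimulated library, with medians of -1.23 and -0.98. Of the 13 genes of Fig. 6d and 6e, 12 had a mean FPKM below that of unstimulated B cells with DSF under each stimulus. In every DSF-treated library 11 of them lay below every unstimulated library with LPS, 6 of these de novo genes, and 9 with IL-4+anti-CD40, 5 of these de novo genes. The ribosome biogenesis genes, in contrast, stayed above the unstimulated level, with 66 of 72 above every unstimulated library under each stimulus and medians of 1.09 and 1.01. With total counts, 51 and 58 of them stayed above.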

Therapeutic strategies targeting pyrimidine metabolism pathways, which play crucial roles in various cell types, have been investigated in several diseases, including rheumatoid arthritis, multiple sclerosis^40–42^, solid or hematologic tumors^29,43,44^, and organ transplant rejection^45,46^. The DSF-mediated blockade of pyrimidine synthesis interrupts the stimulated B cell proliferation, limiting their expansion and differentiation in antibody-mediated pathogenesis. Most pyrimidine de novo synthesis inhibitors have not shown satisfactory data in clinical trials. This is most likely caused by the salvage pathway which utilizes low-energy depleting nucleosides and helps the inhibited cells escape from the inhibition of the pyrimidine de novo pathway^47^. Recently, superior findings from several studies, which used both inhibitions of de novo pyrimidine and salvage routes for tumor suppression, have received more attention^43,44^. The DHODH inhibitor, BAY 2402234 (Orludodstat), a known pyrimidine metabolism pathway inhibitor, was found to inhibit myeloid malignant cell proliferation. Further evidence showed that this inhibition was rescued by 100 µM of exogenous uridine^48^. By comparing BAY 2402234 with DSF, our study proposes DSF as a novel therapeutic agent that inhibits both the de novo and salvage pathways in pyrimidine metabolism.

Macrophages, together with antibodies and complements, mediate AMR and are involved in acute allograft rejection^1,2,8,10^. Macrophage recruitment in allogeneic mouse transplants typically occurs after myocardial injury and monocyte chemoattractant protein (MCP, also known as CCL2) is involved in the mediation of this process^12^. Our previous findings suggested that DSF inhibits macrophage accumulation by binding to FROUNT to block chemotaxis signaling through CCR2 and CCR5 in macrophages^18,19^. The findings of our current study suggest that DSF can alleviate AMR through two distinct mechanisms: first, pyrimidine metabolic pathway-dependent inhibition of B cells, after which, the resulting antibody reduction alleviates AMR; and second, FROUNT-dependent inhibition of macrophage chemotaxis and cytokine production related to B cell proliferation/activation and differentiation, such as of IL-6 (Supplementary Fig. 6).

IL-6 serves as a marker for the severity of inflammation in various inflammatory diseases and is a target for treatment in numerous clinical studies, including those focused on organ transplantation^23–27,49–52^. Numerous studies have demonstrated that IL-6 promotes severe inflammation and transplantation rejection by promoting the differentiation of effector T cells and plasma cells^26,49,51^, while suppressing the differentiation of regulatory T cells^23,24,26,53^, and IFN-γ is associated with the Th1 response which can inhibit Treg differentiation^28^. Deficiency or neutralization of IL-6 in recipients contributes to allograft tolerance and Treg proliferation^23,25^. IL-6 is secreted by various cells such as mesenchymal cells, endothelial cells, fibroblasts, and tumor cells^51^. Herein, B cells and macrophages were the potential sources of IL-6. The percentage of IL-6+ in B220+ cells was significantly low in DSF-treated mice (Fig. 4e). Bone marrow-derived macrophage-secreted IL-6 was also reduced under DSF treatment in vitro (Supplementary Fig. 6). Macrophages and macrophage-derived factors cross-talk with B cells during normal immune responses^54,55^ as well as in complex transplantation circumstances^56–58^. Our findings suggest that DSF inhibits B cell responses directly and indirectly via inhibiting the production of cytokines related to B cell proliferation/activation and differentiation by macrophages, such as IL-6. The plasma IL-6 levels were also low in the DSF-treated group (Fig. 4h). IL-6 inhibits the induction of Tregs^23^, which are a small subpopulation of immune cells involved in regulating excessive immune activation. The modulation of Tregs is influenced by multiple factors^59,60^. We found that the number of CD4(+) CD25(+) Foxp3(+) Tregs increased in grafts treated with DSF (Fig. 5). Treg cells have been reported to participate in the regulation of AMR^61^ and autoantibody production^62^. A previous study demonstrated that a lower level of serum IL-6 in recipients was associated with an increased percentage of intragraft CD4(+) CD25(+) Foxp3(+) Treg cells and impaired allograft survival^26^.

We consider the lower levels of serum IL-6, which are partially secreted by B cells (Fig. 4e) and by macrophages (Supplementary Fig. 6), in the DSF-treated recipients as one of the major mechanisms contributing to the increased CD4(+) CD25(+) Foxp3(+) Treg cells in the grafts^23^; however, the specific effect of DSF on Treg migration efficiency to the graft should be carefully examined in further studies. Another potential mechanism for the increase in the number of Tregs may involve the direct activation of LCK by DSF reported in the context of antitumor immunity^63^, although further investigations of the transplant rejection mechanism are also required.

The inhibitory activity of the conventional drug DSF against FROUNT to inhibit macrophages and the inhibitory activity of DSF against the pyrimidine metabolism pathway of inhibiting B cells, plasma cells, and DSA provides an effective therapeutic option for AMR. Given that these findings are based on a preclinical model in mice, it is necessary to investigate whether DSF can inhibit the function of long-lived plasma cells or reduce their antibody-producing effects among patients. Considering the limited availability of existing drugs targeting plasma cells, the action of DSF on plasma cells will be further assessed in future studies.

## Methods

### Animals

Female C57BL/6J(H-2b) (7–8-week-old) and BALB/c (H-2d) (5–6-week-old) mice (Japan SLC, Inc. Japan) were used as heart transplant recipients and donors, respectively. The study complies with the ARRIVE guidelines for mouse experiments. All animal experiments were approved by the Animal Experiments Ethical Review Committee of Nippon Medical School (Tokyo, Japan, No. 2019-048). We have complied with all relevant ethical regulations for animal use.

### Heterotopic heart transplantation

We performed heterotopic heart transplantation using C57BL/6 (syngeneic donors) or BALB/c (allogeneic donors) mice to C57BL/6 mice. For testing heart graft survival in a mouse heart transplant model, we divided mice into the following four groups with a randomization sequence: syngeneic transplantation (*n* = 10), allogeneic transplantation (*n* = 10), anti-CD8 monoclonal antibody with control diet (*n* = 10, control diet consistent with DSF-containing diet except for DSF), and anti-CD8 mAb with DSF-containing diet (1.6 mg DSF/1 g) (*n* = 7). We started the control diet or DSF diet feeding from 10 days before the surgery day until the endpoint (graft rejection or scheduled euthanasia). Anti-CD8 mAb (clone 2.43, BioXCell, NH, USA) was injected intraperitoneally (Ip) on days 0 and 7 (0.2 mg/animal). The grafts were assessed daily through palpation to evaluate graft survival. Other mice were euthanized by Isoflurane inhalation, followed by cervical dislocation on POD9 for histological examination and in vivo experiments.

### Surgical procedures of heart transplantation

Hearts from BALB/c mice were transplanted into the neck vessels of all recipients using a non-suture cuff technique^64^. Vascularized heterotopic transplantation of the cardiac allografts was performed using microsurgical techniques. Briefly, 0.2 mL of cold heparin (Mochida Pharmaceutical Co. Ltd., Tokyo, Japan; Heparin Sodium Injection 5000 units/5 mL) was infused into the peritoneal cavity of donor mice. Hearts were harvested following dissection of the ascending aorta and pulmonary artery. The harvested donor hearts were stored at 4 °C and immersed in 0.9% saline with heparin (Mochida Pharmaceutical Co. Ltd.; 5000 units/5 mL) until transplantation. After a supraclavicular incision of the recipient mouse, the internal carotid artery and vena jugularis externa cava were clamped. The ascending aorta and pulmonary artery of the donor’s heart were attached to the cannulated internal carotid artery and vena jugularis externa of the recipient mouse using a non-suture cuff technique^64^. Beating of the transplanted heart was observed upon removal of the cross-clamp, and the incision was closed. The survival of the cardiac allografts was assessed through daily heartbeat palpation. Rejection was defined as the complete cessation of cardiac contractility, as determined via direct visualization and confirmed via histology.

### Histological analysis

On POD9 following heart transplantation, at least three animals in each group were humanely sacrificed under anesthesia. The middle part of the heart tissue was then taken for histological evaluation. The grafts for histological analysis were fixed in 10% buffered formalin and embedded in paraffin. Transventricular tissue sections (2.0-μm thick) were stained with hematoxylin and eosin or Masson trichrome for histopathological examination. For immunohistochemistry, the following primary antibodies were used: C4d (HP1088, Hycult Biotech, USA) for detecting complement, F4/80 (70076, clone D2S9R, dilution 1:100, Cell Signaling Technology, Beverly, MA, USA) for detecting graft-migrated macrophages, and CD8 (ab209775, clone EPR20305, dilution 1:100, Abcam, Cambridge, UK) to confirm successful depletion of CD8 T cells.

### Immunofluorescence staining

The mice were anesthetized, and the grafts were isolated. The base of the heart grafts was embedded in optimal cutting temperature compound (Sakura Finetechnical) and frozen in liquid nitrogen. Fresh-frozen tissue sections (5-μm thick) were prepared and fixed with acetone. After immersion in phosphate-buffered saline (PBS), the sections were stained with antibodies against Ki67 (718071, clone sp6, ready-to-use, Nichirei Biosciences, Japan), B220 (103202, clone RA3-6B2, dilution 1:100, BioLegend, Japan), CD31 (102432, clone 390, dilution 1:100, BioLegend), Alexa Fluor 480-conjugated IgM (ab150121, dilution 1:200, Abcam), and Alexa Fluor 480-conjugated IgG (a-21202, dilution 1:200, Thermo Fisher Scientific, Waltham, MA, USA). Paraffin sections were stained with anti-mouse CD4 antibody (ab237722, clone CAL4, dilution 1:100, Abcam) and Foxp3 (14-5773-82, clone FJK-16s, dilution 1:100, eBioscience, San Diego, CA, USA), followed by staining with Alexa Fluor 488-conjugated anti-rabbit IgG antibody (A21202, dilution 1:200, Thermo Fisher Scientific) and Alexa Fluor 594-conjugated anti-rat IgG (A21209, dilution 1:200, Thermo Fisher Scientific). Images of the transplanted mice stained with antibodies were acquired using a fluorescence microscope (Olympus BX53, Tokyo, Japan).

### Quantification of histopathologic findings

Graft IgM or IgG deposition in 11 mice (12 vessel fields in three mice in the syngeneic group, 34 fields in four mice in the control, and 36 fields in four mice in the DSF group) was counted. Twelve vessel fields were counted in syngeneic grafts, 34 in control grafts, and 36 in DSF grafts. The graft from each mouse was evaluated and expressed as a percentage using WinROOF software).

The number of B220 + Ki67+ in 10 B-cell area fields of the recipient spleen in six mice (two mice from each group) was counted. Cell number was evaluated and expressed using WinROOF software.

The number of F4/80+ macrophages was counted in 10 vessel fields of three syngeneic grafts, 18 of three control grafts, and 18 of four DSF grafts. The data were evaluated as cell numbers and quantified using QuPath software (version 0.3.2).

### Flow cytometry

Spleens, draining lymph nodes and bone marrow from femurs were harvested and mashed through a 70-μM cell strainer, and red blood cells were lysed in ammonium-chloride-potassium (ACK) lysis buffer. After harvest, the middle part (one-third) of the heart was cut into approximately 2 mm fragments and placed in RPMI-1640 medium containing 1 mg/mL collagenase D (Sigma-Aldrich, St. Louis, MO, USA), 10 mM HEPES (Thermo Fisher Scientific), and 0.1 mg/mL DNase I (Thermo Fisher Scientific) and incubated at 37 °C for 60 min to allow for tissue digestion. Peripheral blood cells were treated with ACK lysis buffer, and debris was removed by passing the cells through a 70-µm cell strainer. The cells were resuspended in 2% fetal bovine serum (FBS) in PBS for cell counting and flow cytometry staining. Cells were stained with Zombie-aqua (BioLegend) to discriminate dead cells, incubated with anti-CD16/CD32 antibody (Bio X Cell) to block Fc receptors, and labeled using fluorescence-conjugated anti-mouse antibodies: CD3ε -PE/Dazzle 594 (clone 145-2C11, dilution 1:200, Cat 100347), CD4-Pacific blue (clone RM4-4, dilution 1:200, Cat 116008), B220-AlexaFluor700 (clone RA3-6B2, dilution 1:200, Cat 103232), CD138-PE (clone 281-2, dilution 1:200 Cat 142504), and CD8-APC/Fire™ 750 (clone 53-6.7, dilution 1:200 Cat 100766). Data were acquired using a flow cytometer (LSR Fortessa; BD Biosciences, San Jose, CA, USA).

### Intracellular cell staining

Splenocytes were stimulated using Cell Activation Cocktail (with Brefeldin A) (BioLegend) at 37 °C and 5% CO_2_ for 5 h. Cells were then collected, and dead cells were stained with Zombie Aqua staining (BioLegend). The Intracellular Fixation & Permeabilization Buffer Set (eBioscience) was used for intracellular cytokine staining. Cells were fixed for 20 min at 37 °C. Permeabilized cells were then stained with IL-6-APC (clone RM4-4, dilution 1:200, BioLegend, Cat 116008). For Foxp3 staining to evaluate regulatory T cells, True-Nuclear Transcription Factor Buffer Set (BioLegend) was used. Briefly, splenocytes or draining lymph node lymphocytes were collected and fixed for 45 min, washed with permeabilization buffer, and stained with Alexa Fluor 488-conjugated anti-Foxp3 and isotype control antibodies (eBioscience), followed by surface staining with CD4-Pacific blue (clone RM4-4, dilution 1:200, Cat 116008), CD25-PE (clone 7D4, dilution 1:200, BD biosciences, Cat 558642), CD3ε -PE/Dazzle 594 (clone 145-2C11, dilution 1:100, Cat 100347) and CD45-APC (clone 30-F11, dilution 1:400, BioLegend, Cat 103112) at 4 °C for 30 min. Data were acquired using FACS LSR Fortessa (Becton, Dickinson and Inc.) and analyzed using the FlowJo Software 10.6.2 (BD Biosciences).

### Cytokine measurements

Plasma collected using heparin as an anticoagulant was used for analysis of plasma cell cytokines. Plasma was collected after centrifuging the blood sample for 5 min at 800 × *g* and stored at −20 °C. Plasma and BMDM-secreted cytokines were measured using a LEGENDplex Bead-assisted multiplex cytokine kit (BioLegend). The data were acquired on a flow cytometer (Cytoflex; Beckman Coulter Inc., Brea CA, USA) and analyzed with LEGENDplex Data Analysis Software (BioLegend).

### Plasma donor-specific alloantibody detection

Splenocytes from BALB/c mice were prepared as described above. After incubation with Zombie-Aqua (BioLegend) for dead cell staining and anti-CD16/CD32 antibody (Bio X Cell) to block Fc receptors, the cells were incubated with 20 µL recipient plasma for 30 min. After washing, the splenocytes were incubated with Alexa Fluor 488-conjugated anti-mouse IgG (A-21202, Thermo Fisher, 1:150) or Alexa Fluor 488-conjugated anti-mouse IgM (ab150121, Abcam, 1:150) immunofluorescent antibody for another 30 min. Data were acquired using a flow cytometer (CytoFlex; Beckman Coulter, Inc.).

### BMDM culture experiments

BMDMs were obtained by culturing bone marrow cells obtained from C57BL/6 mice for 7 days in 10% FBS-containing RPMI 1640 medium supplemented with 10% L929 cell culture supernatant. BMDMs were stimulated with 1 μg/mL LPS (Escherichia coli O111: B4; Sigma-Aldrich). After 24 h, the culture supernatants were harvested and subjected to cytokine measurement.

### Cultures for B cell proliferation

B cells were isolated by negative selection using the MACS Pan B cell isolation kit II (Miltenyi Biotech, USA) from C57BL/6 splenocytes and cultured in 96-well flat-bottom plates (Corning, Corning, NY, USA) at 1 × 10^5^ cells/well in 200 µL/well in a humidified atmosphere of 5% CO_2_ at 37 °C. B cells were stimulated with 10 μg/mL LPS (Escherichia coli O127: B8; Sigma-Aldrich)^21^ or stimuli including 100 U/mL IL-4 (Peprotech, Rocky Hill, NJ, USA) and 1 μg/mL anti-CD40 (clone 1C10; BioLegend)^65^. The following compound were added to the B cell culture: disulfiram (NOCBIN, Mitsubishi Tanabe Pharm Corp., Tokyo, Japan), cyanamide (187364, Sigma-Aldrich), diethyldithiocarbamate (DDC, 228680, Sigma-Aldrich), DDC–copper complex (Cu(DDC)2, D0487, Tokyo Chemical Industry Co., Ltd., Tokyo, Japan), INCB3344 (S8220, Selleck, Houston, TX, USA), Maraviroc (UK-427857, S2003, Selleck), Bay 11-7082 (S2913, Selleck), ibrutinib (PCI-32765, HY-10997, MedChemExpress, Monmouth Junction, NJ, USA), LY294002 (B-0294, Echelon Biosciences Inc., Salt Lake City, UT, USA) and wortmannin (A11161, Adooq Bioscience, Irvine, CA, USA) and orludodstat (BAY 2402234, S8847, Selleck) and uridine (U3003, Sigma-Aldrich).

After 96 h, cell cluster images were captured using a microscope (OLYMPUS IX71). The cells were harvested and labeled using conjugated antibodies, and the corresponding isotype antibodies were used for multi-color flow cytometric staining and analyses (CytoFlex; Beckman Coulter Inc.). The number of live cell events per one-minute recording at the medium flow rate in the cytometer under the same suspension volume was used as the cell number for comparison.

### Staining of apoptotic and proliferating cells

Apoptotic cells were stained using ApoTracker Green (BioLegend). Proliferating cells were analyzed using the Click-iT Plus EdU Alexa Fluor 647 Flow Cytometry Assay kit (Thermo Fisher Scientific) according to the manufacturer’s instructions. For dilution assay to detect cell division, isolated B cells were stained with CellTrace Far-red staining solution (Thermo Fisher Scientific) according to the manufacturer’s instructions and cultured as described above. After 48 h, cells were harvested and stained with ApoTracker Green. Data were obtained using CytoFlex (Beckman Coulter) and analyzed using the FlowJo software 10.6.2 (BD Biosciences).

### RNA-seq sample preparation

B cells were isolated by negative selection using the MACS Pan B cell isolation kit II (Miltenyi Biotech) and seeded at 4 × 10^6^ cells/well in 48-well plates. We tested five types of treatment groups: naïve B cells without stimulation and without inhibitor (NS_DMSO), stimulated with LPS without inhibitor (LPS_DMSO), stimulated with IL-4 + anti-CD40 without inhibitor (IL4CD40_DMSO), stimulated with LPS and treated with 1 μM DSF (LPS_DSF), and stimulated with IL-4 + anti-CD40 and treated with 1 μM DSF (IL4CD40_DSF). RNA was extracted from the cell samples using the RNeasy Mini kit (Qiagen) and frozen at −80 °C for next-generation RNA sequencing (Novogene, Beijing, China). Messenger RNA was purified from total RNA using poly-T oligo-attached magnetic beads. The cDNA library was generated and checked with Qubit and real-time PCR for quantification and a bioanalyzer for size distribution detection. Quantified libraries were pooled and sequenced on Illumina NovaSeq 6000.

### Quantification of gene expression level

Sequence reads were trimmed for adapter sequence/low-quality sequence using Fastp (remove reads containing *N* > 10% ; remove reads when low-quality nucleotides (Base Quality less than 5) constitute more than 50% of the read). Trimmed sequence reads were mapped to mm10 using HISAT2 v2.0.5 (parameter: Default). featureCounts v1.5.0-p3 was used to count the reads numbers mapped to each gene. Then FPKM of each gene was calculated based on the length of the gene and reads count mapped to this gene. Reference genome and gene model annotation files were downloaded from the genome website directly.

### Enrichment analysis of differentially expressed genes

Kyoto Encyclopedia of Genes and Genomes (KEGG) is a database resource for understanding high-level functions and utilities of biological systems, such as cells, organisms, and ecosystems, from molecular-level information, especially large-scale molecular datasets generated by genome sequencing and other high-throughput experimental technologies (http://www.genome.jp/kegg/). We used the cluster profile R package to test the statistical enrichment of differentially expressed genes in KEGG pathways. Genes showing up- and downregulation were clustered and visualized as heatmaps using ClustVis^66^ (https://biit.cs.ut.ee/clustvis/).

### Statistics and reproducibility

Statistical analyses were performed using the GraphPad Prism software ver.9. Immunology assay results were compared using the Student’s *t* test and one-way ANOVA with Tukey’s post-hoc test. Graft survival was compared using log-rank survival statistics. The experiments were conducted independently at least three times. *P* < 0.05 was considered statistically significant (*P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001). Data are shown as the mean ± SEM.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary information

Description of Additional Supplementary Materials

Supplementary Data 1

Reporting summary

## Data Availability

RNA sequencing data have been deposited in the NCBI GEO and are accessible through the accession number GSE261712. The source data underlying the graphs in the article and supplementary information file can be found in Supplementary Data. Further information is available from the corresponding author upon reasonable request.

# Supplementary material for: Disulfiram treatment suppresses antibody-producing reactions by inhibiting macrophage activation and B cell pyrimidine metabolism
**Source:** Commun Biol. 2024 Apr 22;7:488. doi: 10.1038/s42003-024-06183-9
**Supplement:** Supplementary file 1 — Supplementary information

## **Supplementary Information**

### **Disulfiram treatment suppresses antibody-producing reactions by inhibiting macrophage activation and B cell pyrimidine metabolism**

Weili Chen, Etsuko Toda, Kazuhiro Takeuchi, Yurika Sawa, Kyoko Wakamatsu,

Naomi Kuwahara, Arimi Ishikawa, Yuri Igarashi, Mika Terasaki, Shinobu Kunugi, Yasuhiro

Terasaki, Kazuhiko Yamada, Yuya Terashima, Akira Shimizu

## **Supplementary Figures 1-7**

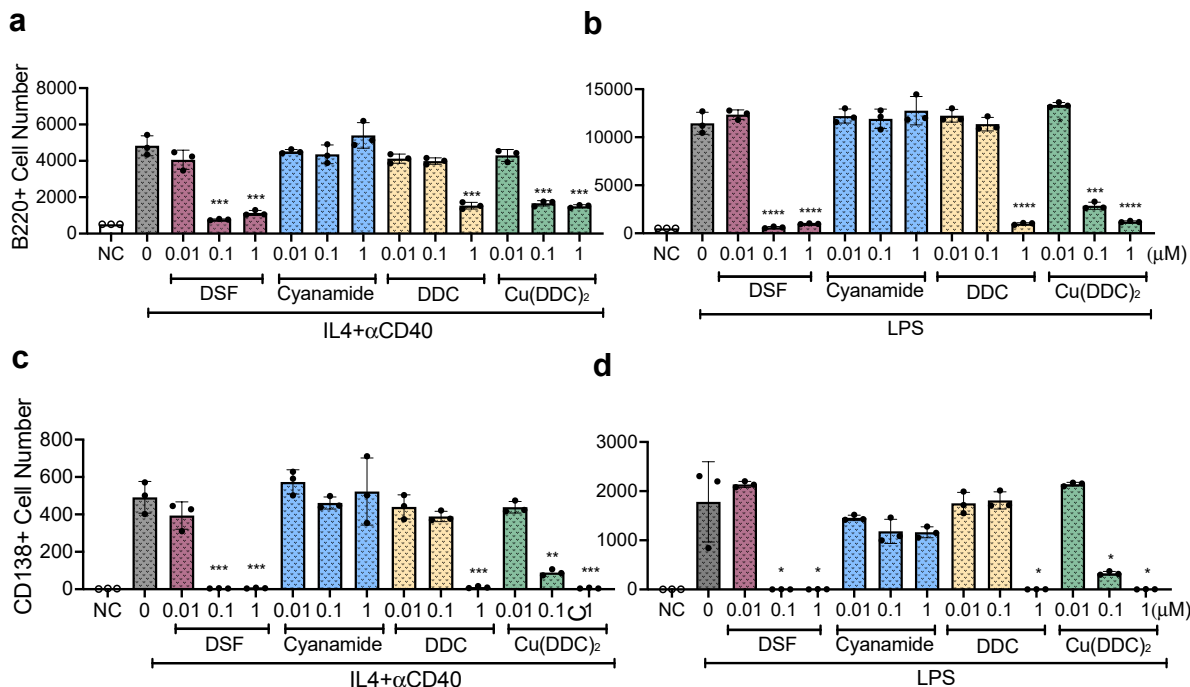

**Supplementary Figure 1. B cell responses were potentially inhibited by DSF rather than its related compound.**

DSF, cyanamide, DDC, and Cu (DDC)<sub>2</sub>-pretreated B cells stimulated by IL4+anti-CD40 antibody (**a, c**) or LPS (**b, d**). The number of B220+ cells (**a, b**) and CD138+ cells (**c, d**) was reduced by DSF at low concentration (0.1 μM), and to a lesser extent by Cu (DDC)<sub>2</sub> at 0.1 μM, whereas the cells were inhibited by DDC at 1 μM. Cyanamide, an aldehyde dehydrogenase inhibitor, cannot B220+ and CD138+ cell numbers. (NC, unstimulated, n=3; Stimulator, n=3; DSF, n=3; Cyanamide, n=3; DDC, n=3; Cu(DDC)<sub>2</sub>, n=3). Significance was calculated using one-way ANOVA: \**P* < 0.05, \*\**P* < 0.01, \*\*\**P* < 0.001, \*\*\*\**P* < 0.0001. Data are shown as the mean ± SEM.

**a**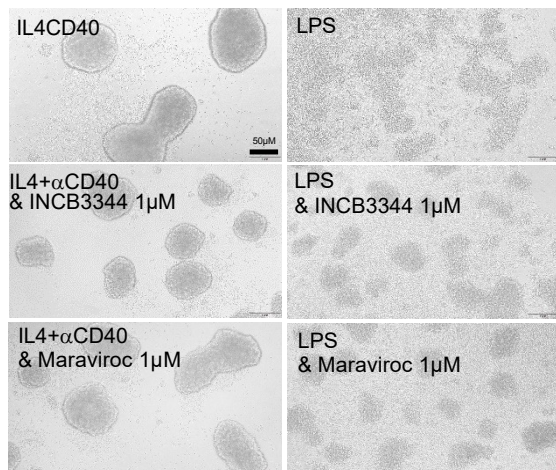**b**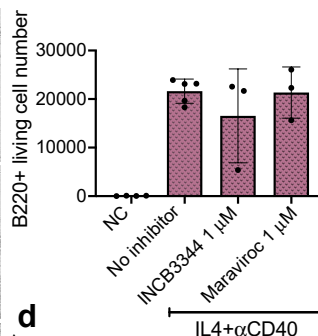**c**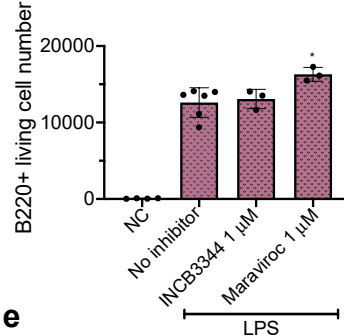**d**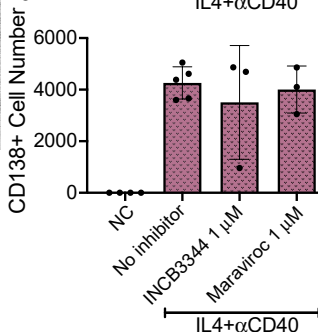**e**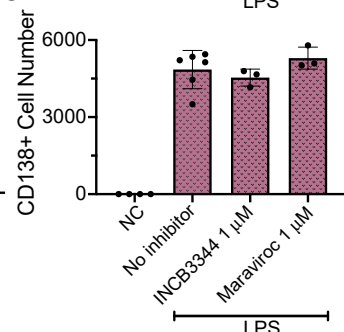

**Supplementary Figure 2. CCR2 or CCR5 inhibition did not inhibit B cell responses.** **a** B cell cluster formation after stimulation with IL4+anti-CD40 antibody (left row) and LPS (right row).

**b-e** Number of B cells and CD138+ plasma cells recovered after 4-day culture in the presence of the CCR2 inhibitor INCB3344 and CCR5 inhibitor Maraviroc stimulated by IL-4 plus anti-CD40 (**b**, **d**) or LPS (**c**, **e**) (NC, no stimulation, n=4; , stimulator alone, n=5; stimulator with INCB3344, n=3; stimulator with Maraviroc, n=3). Significance was calculated using one-way ANOVA but no significant difference was identified. Data are shown as mean  $\pm$  SEM.

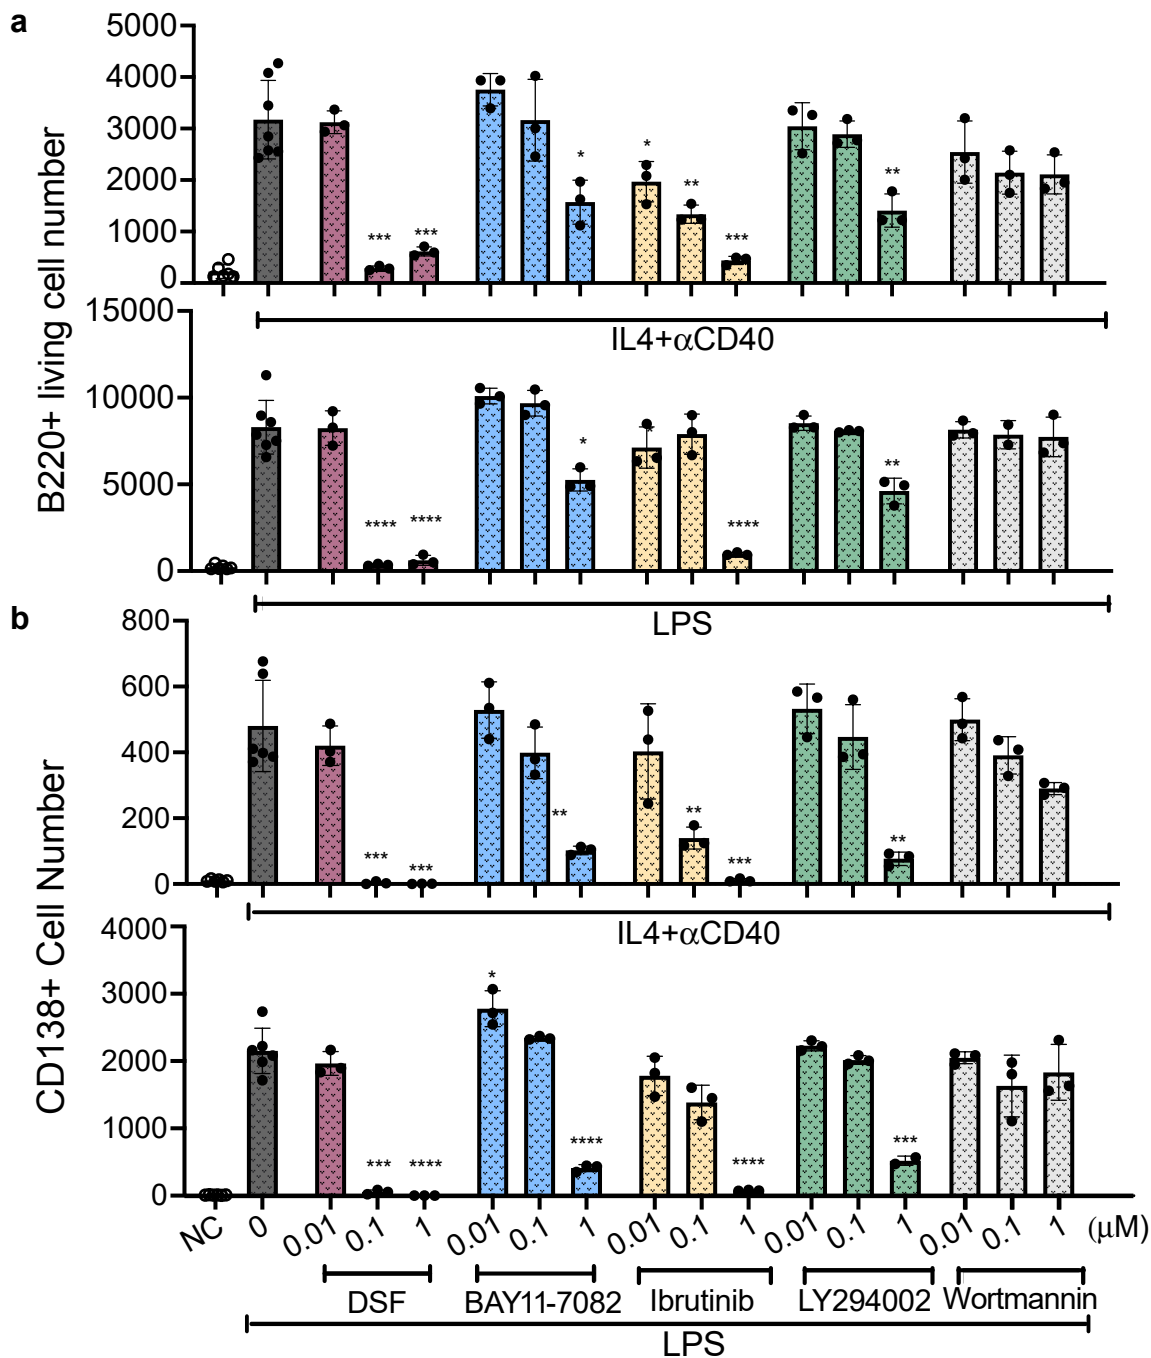

**Supplementary Figure 3. Inhibitory effect of DSF on B cell response to TD and TI stimulation was stronger than NF- $\kappa$ B inhibitor (Bay11-7082), BTK inhibitor (Ibrutinib), PI3K inhibitor (LY294002, Wortmannin).** **a, b** B-cells isolated from naïve mouse spleens without any inhibitor and pretreated with DSF, Bay11-7082, Ibrutinib, LY294002 and Wortmannin at concentrations of 0.01  $\mu$ M, 0.1  $\mu$ M, and 1  $\mu$ M were stimulated by IL-4 plus anti-CD40 (**a, b**, upper) or LPS (**a, b**, lower). NC, unstimulated, n=3; stimulated without inhibitors, n=7; with DSF, n=3; Bay, n=3; Ibrutinib, n=3; LY294002, n=3; Wortmannin, n=3. Significance was calculated using one-way ANOVA. \* $P < 0.05$ , \*\* $P < 0.01$ , \*\*\* $P < 0.001$ , \*\*\*\* $P < 0.0001$ . compared with the control stimulated without inhibitors, Data are shown as mean  $\pm$  SEM.

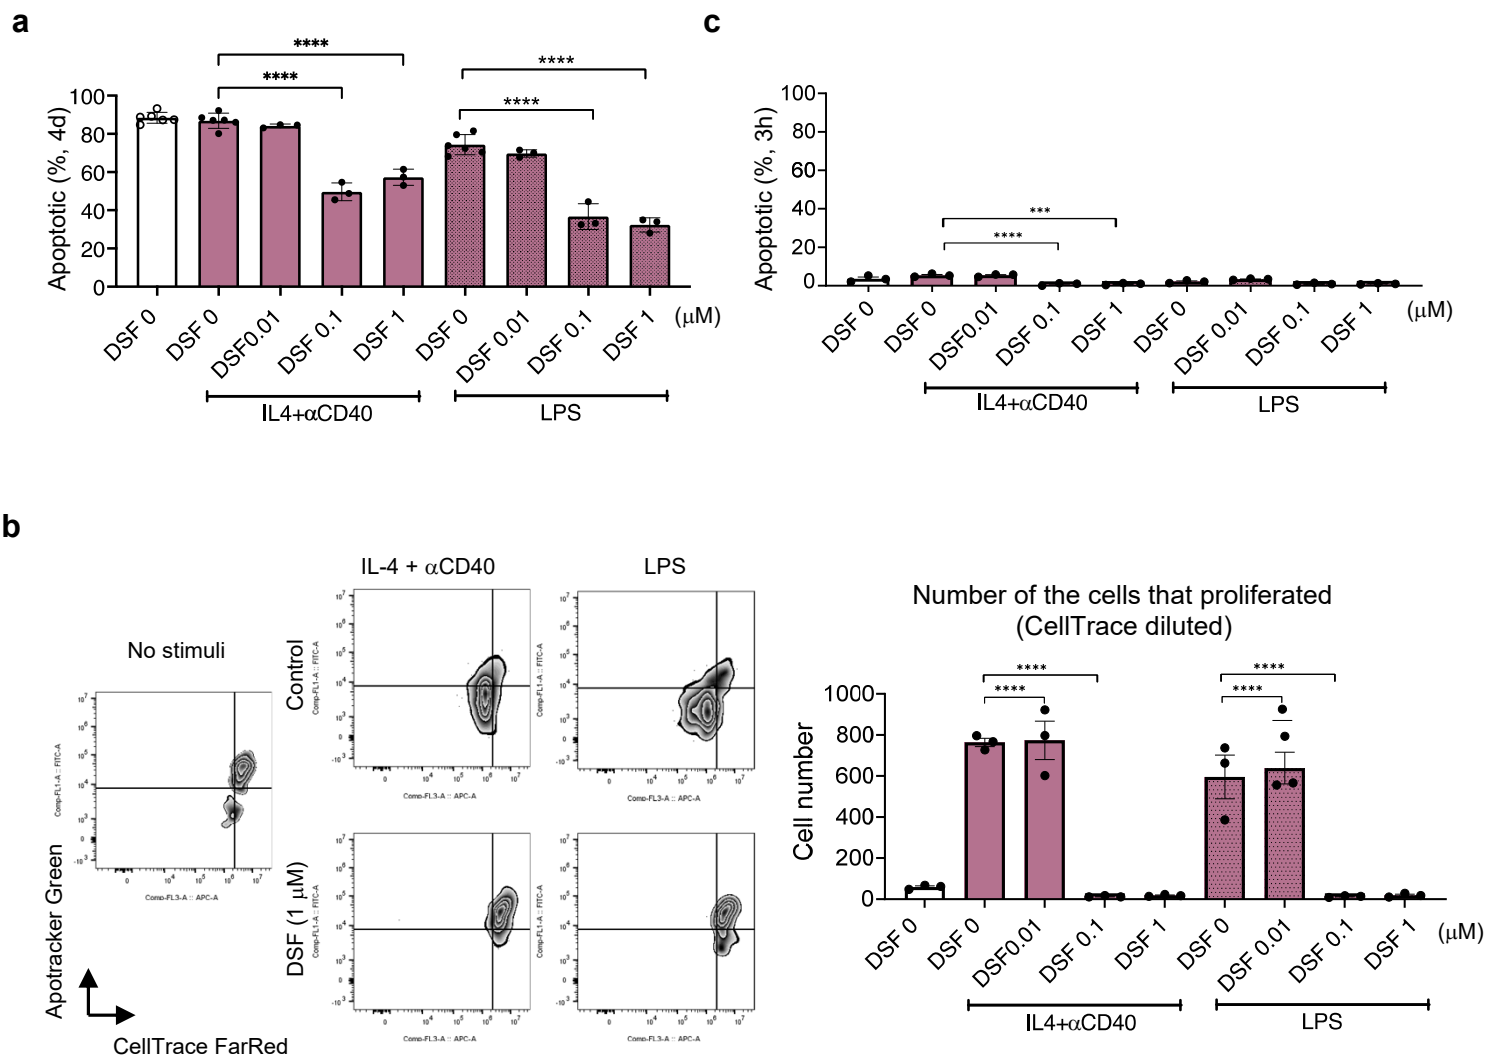

**Supplementary Figure 4. The inhibitory effect of DSF on B cells does not depend on inducing B cell apoptosis.**

**a** Percentage of apoptotic cells in B220+ B cells cultured for 4 days and stimulated with IL4+anti-CD40 or LPS in the presence of DSF (NC, unstimulated,  $n = 6$ ; IL4+anti-CD40,  $n = 6$ ; LPS,  $n = 6$ ; DSF,  $n = 3$ ). **b** Cell proliferation evaluated using CellTrace dilution reagent. Representative flow cytometry plot of CellTrace FarRed versus the apoptosis marker Apotracker (left), and quantitative results of proliferating B cells that exhibited the diluted CellTrace FarRed signal (right) after 48 h of culture. **c** Percentage of apoptotic cells in B220+ B cells cultured for 3 h and stimulated with IL4+anti-CD40 or LPS in the presence of DSF ( $n = 3$ ). \* $P < 0.05$ , \*\* $P < 0.01$ , \*\*\* $P < 0.001$ , \*\*\*\* $P < 0.0001$  (one-way ANOVA). Data are presented as mean  $\pm$  SEM.

**Supplementary Figure 5. Successful depletion of CD8+ cells using anti-CD8 antibody treatment.** **a** Immunohistochemical analysis of heart grafts, without any depletion or with CD8 depletion using anti-CD8 antibody injection, with staining using anti-CD8 antibody, comparing control diet (Cont) and DSF diet (DSF) groups. **b** Flow cytometry plot of CD4+ or CD8+ T cells gated on live CD3+ cells in the spleen (SPL), lymph nodes (LN), and peripheral blood (PB). Right panels show the percentage of CD4+ or CD8+ T cells in each group. **c** Gating strategy for IL-6+ B220+ cells in the splenocytes isolated from the transplanted recipients on POD9 shown in Fig. 4e. \* $P < 0.05$ , \*\* $P < 0.01$ , \*\*\* $P < 0.001$ ; ns, not significant (one-way ANOVA). Data are presented as mean  $\pm$  SEM.

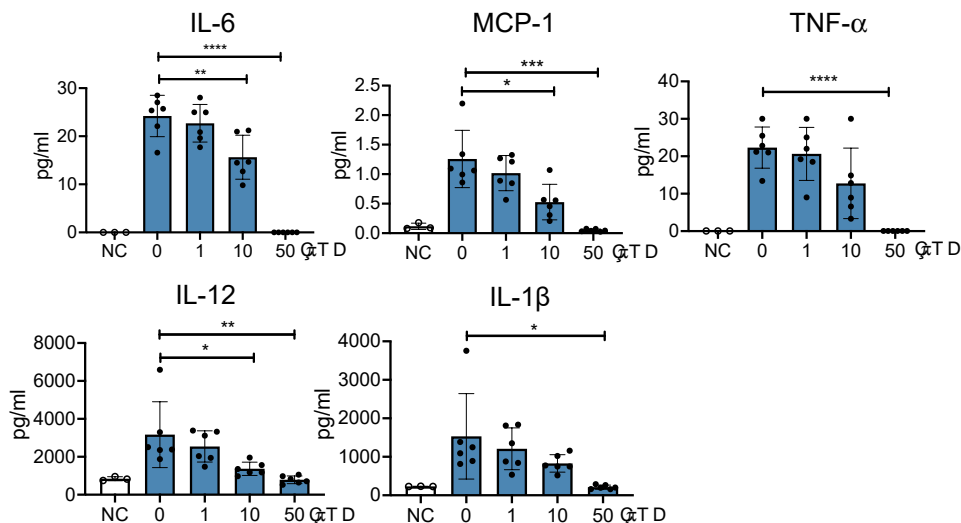

**Supplementary Figure 6. Effect of DSF on macrophage cytokine production related to transplant rejection.** Effect of DSF on cytokine production by macrophages. The levels of IL-6, MCP-1 (CCL2), TNF- $\alpha$ , IL-12, and IL-1 $\beta$  in macrophage culture supernatants, pretreated with the indicated concentrations of DSF and stimulated with LPS were measured (NC, unstimulated, n=3; LPS, n=6; LPS+DSF, n=6). Significance was calculated using one-way ANOVA: \* $P$  < 0.05, \*\* $P$  < 0.01, \*\*\* $P$  < 0.001, \*\*\*\* $P$  < 0.0001. Data are shown as mean  $\pm$  SEM.

**a** IL4+ $\alpha$ CD40-stimulated B cells  
vs. Unstimulated

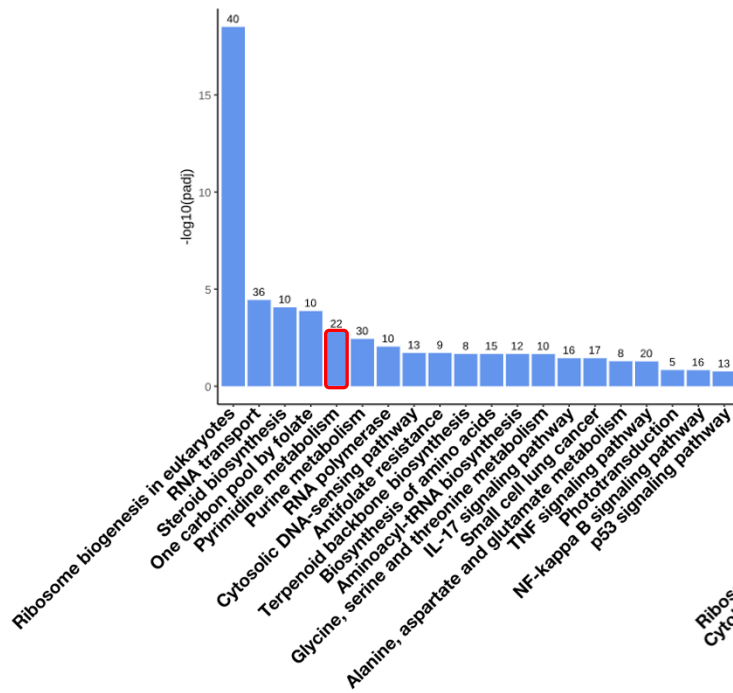

**b** LPS-stimulated B cells  
vs. Unstimulated

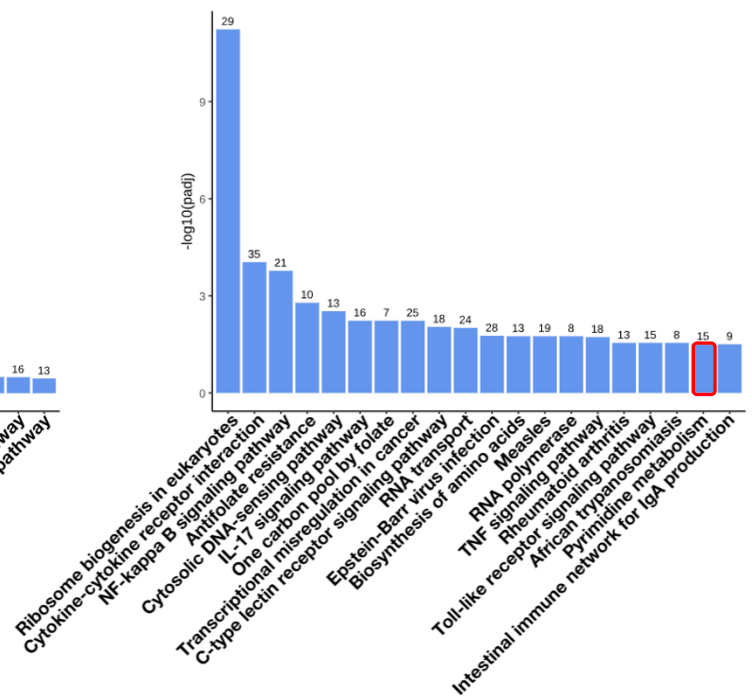

**c** IL4+ $\alpha$ CD40-stimulated B cells:  
Treated with vs. Without Ibrutinib

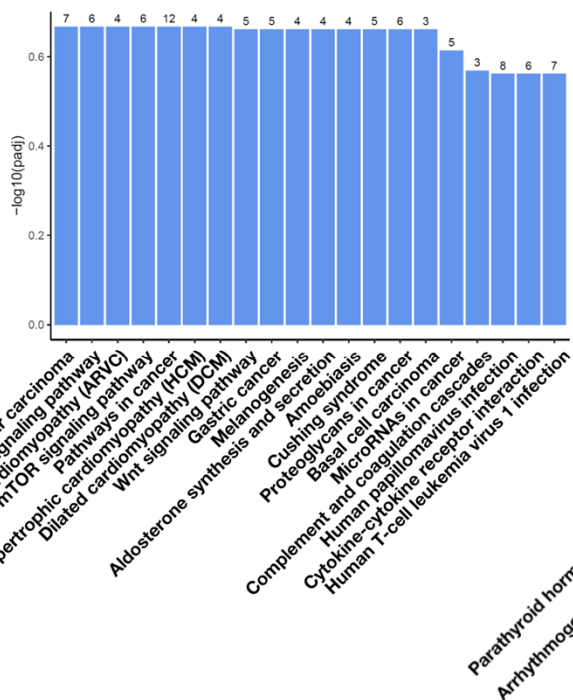

**d** LPS-stimulated B cells:  
Treated with vs. Without Ibrutinib

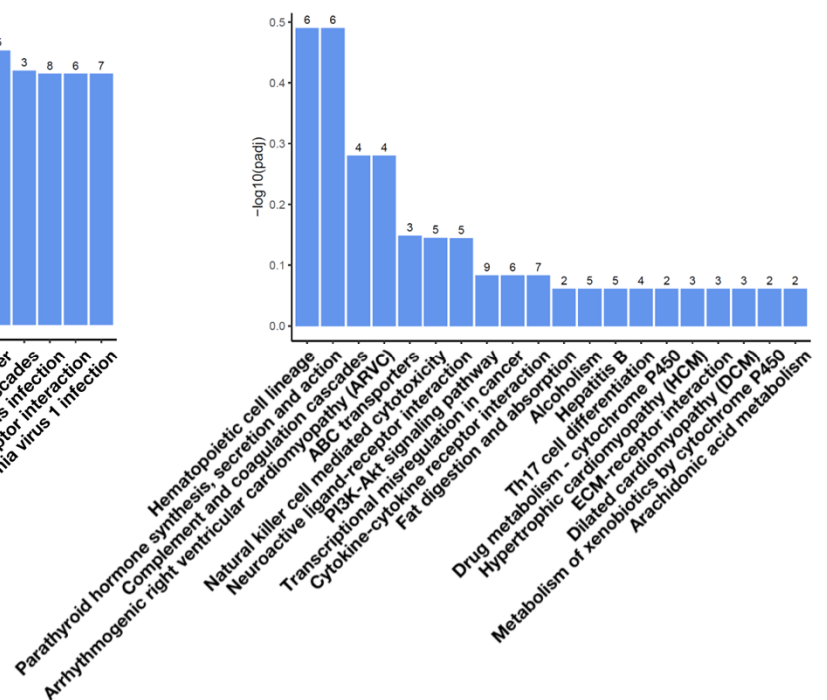

**Supplementary Figure 7. Pyrimidine metabolism pathway was moderately activated in the B cells under stimulation, but no significant inhibitory effect was shown under Ibrutinib treatment. a,b** KEGG pathway (up-regulated genes) enrichment analysis of RNA-seq data of B cells 3 h after stimulation with IL4+anti-CD40 antibody (a) or LPS (b) compared with unstimulated B cells, **c,d** pathways downregulated in Ibrutinib-pre-treated B cells compared with those in B cells without Ibrutinib 3 h after stimulation with IL4+anti-CD40 antibody (c) or LPS (d).

# Supplementary material for: Disulfiram treatment suppresses antibody-producing reactions by inhibiting macrophage activation and B cell pyrimidine metabolism
**Source:** Commun Biol. 2024 Apr 22;7:488. doi: 10.1038/s42003-024-06183-9
**Supplement:** Supplementary file 4 — Reporting summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                                   |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                     |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | cellSense software (Olympus), CytExpert software (Beckman Coulter), BD FACSDiva software (BD Biosciences)                                                                                                                                           |
| Data analysis   | FlowJo software v10.6.2(BD Biosciences), GraphPad Prism version 9 (GraphPad Software Inc.), QuPath software (version 0.3.2), WinROOF software (2015), ClustVis 51 ( <a href="https://biit.cs.ut.ee/clustvis/">https://biit.cs.ut.ee/clustvis/</a> ) |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

RNA sequencing data have been deposited in the NCBI GEO and are accessible through the accession number GSE261712. The source data underlying the graphs in the article and supplementary information file can be found in Supplementary Data. Any further detail is available from the corresponding author on reasonable request.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |     |
|--------------------------------------------------------------------|-----|
| Reporting on sex and gender                                        | n/a |
| Reporting on race, ethnicity, or other socially relevant groupings | n/a |
| Population characteristics                                         | n/a |
| Recruitment                                                        | n/a |
| Ethics oversight                                                   | n/a |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                        |
|-----------------|------------------------------------------------------------------------|
| Sample size     | Sample size was determined based on the numbers reported in the field. |
| Data exclusions | No data were excluded.                                                 |
| Replication     | All experiments were repeated multiple times.                          |
| Randomization   | Mice were randomly grouped into control and treatment groups.          |
| Blinding        | Investigators were not blinded to mouse treatments during experiments. |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

### Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | The antibodies used in these studies were anti-CD8 mAb (BE0061, clone 2.43, BioXCell, NH, USA) for CD8-positive cell depletion, C4d (HP1088, dilution 1:100, Hycult Biotech, USA) for detecting complement, F4/80 (70076, clone D2S9R, dilution 1:100, Cell Signaling Technology, Beverly, MA, USA) for detecting graft-migrated macrophages, and CD8 (ab209775, clone EPR20305, dilution 1:100, Abcam, Cambridge, UK), Ki67 (718071, clone sp6, ready-to-use, Nichirei Biosciences, Japan), B220 (103202, clone RA3-6B2, dilution |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

1:100, BioLegend, Japan), Alexa Fluor 594 conjugated CD31 (102432, clone 390, dilution 1:100, BioLegend), Alexa Fluor 480-conjugated IgM (ab150121, dilution 1:200, Abcam), and Alexa Fluor 480-conjugated IgG (a-21202, dilution 1:200, Thermo Fisher Scientific, Waltham, MA, USA), anti-mouse CD4 antibody (ab237722, clone CAL4, dilution 1:100, Abcam) and Foxp3 (14-5773-82, clone FJK-16s, dilution 1:100, eBioscience, San Diego, CA, USA), followed by staining with Alexa Fluor 488-conjugated anti-rabbit IgG antibody (A21202, dilution 1:200, Thermo Fisher Scientific) and Alexa Fluor 594-conjugated anti-rat IgG (A21209, dilution 1:200, Thermo Fisher Scientific) for immunofluorescent staining, anti-CD16/CD32 antibody (BE0307, clone 2.4G2, Bio X Cell) for blocking Fc receptor at 1:100, anti-mouse antibodies: CD3ε -PE/Dazzle 594 (clone 145-2C11, dilution 1:200, Cat 100347), CD4-Pacific blue (clone RM4-4, dilution 1:200, Cat 116008), B220-AlexaFluor700 (clone RA3-6B2, dilution 1:200, Cat 103232), CD138-PE (clone 281-2, dilution 1:200 Cat 142504), and CD8- APC 750 (clone 53-6.7, dilution 1:200 Cat 100766). IL-6-APC (clone RM4-4, dilution 1:200, BioLegend, Cat 116008), anti-Foxp3-Alexa Fluor 488 and isotype control antibodies (eBioscience), CD4-Pacific blue (clone RM4-4, dilution 1:200, Cat 116008), CD25-PE (clone 7D4, dilution 1:200, BD biosciences, Cat 558642), CD3ε -PE/Dazzle 594 (clone 145-2C11, dilution 1:100, Cat 100347) and CD45-APC (clone 30-F11, dilution 1:400, BioLegend, Cat 103112), Alexa Fluor 488-conjugated anti-IgG (A-21202, Thermo Fisher, 1:150) or Alexa Fluor 488-conjugated anti-IgM (ab150121, Abcam, 1:150) for flow cytometry, and anti-CD40 (clone 1C10; BioLegend) for stimulating B cells.

## Validation

The antibodies have been validated by the vendors or by our previous published work.

## Animals and other research organisms

Policy information about [studies involving animals; ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

## Laboratory animals

Description of research mice used for experiments can be found in the relevant figure legends and Methods.

## Wild animals

Not used.

## Reporting on sex

Description of sex can be found in the relevant Methods.

## Field-collected samples

Not used.

## Ethics oversight

All animal experiments were approved by the Animal Experiments Ethical Review Committee of Nippon Medical School (Tokyo, Japan, No. 2019-048)

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

## Sample preparation

See methods

## Instrument

Cytoflex; Beckman Coulter Inc., LSRFortessa; BD Biosciences

## Software

FlowJo software 10.6.2 (BD Biosciences)

## Cell population abundance

See methods

## Gating strategy

See methods

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

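The authors' counts per gene (54532 Ensembl genes, 27 libraries) were deposited without normalization, after Fastp trimming, HISAT2 v2.0.5 mapping to mm10 and featureCounts v1.5.0-p3. The FPKM were calculated by the authors from these counts and deposited beside them. They divide by a factor per library that lies close to TMM, at 0.969 to 1.06 of it in the first experiment and 0.958 to 1.07 in the second, so total counts are not the scaling of the FPKM, contrary to what was written when the alternatives were set. Neither the annotation release nor the strand setting is named in the paper's text. Positions come from GENCODE vM21 on GRCm38, the assembly that mm10 names. Total counts per library were between 17804851 and 23632992 in the first experiment.

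Counts of the first experiment (5 groups, 4 libraries each) were tested with edgeR 4.0.16 (quasi-likelihood, TMM, filterByExpr) in R 4.3.3, with limma 3.58.1 for camera (inter-gene correlation 0.01) and fry. Adjusted p-values are Benjamini-Hochberg, with 0.05 as threshold. The SE of an edgeR log2 fold change is its absolute value divided by the square root of the test's F statistic. Alternatives set before the data were examined were DESeq2 1.42.0, total counts, DESeq2's size factors in edgeR, all genes with any count, at least 10 counts in every sample, all 20 samples in one fit, a minimum absolute log2 fold change of 1, a replicate block, pyrimidine enzymes plus polymerase subunits, and leaving out each library. For the gene lists, the size factors, the any-count filter and the single fit had not been set then and were chosen after seeing the data. The test was tested on simulated data first: edgeR found 196 of 200 planted genes with 11 false calls, and DESeq2 found 191 with 10. The planted genes went up as often as down and all other genes were unchanged. With DSF, 71.1% of the genes tested passed the threshold with LPS and 61.8% with IL-4+anti-CD40, so the simulation does not test the scaling for changes this broad.

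Gene lists were written by hand, since KEGG's gene sets were not used here. There were 15: pyrimidine enzymes, RNA polymerase, DNA polymerase, aminoacyl-tRNA synthetases, ribosome biogenesis, proteasome, heat shock, metal response, NRF2 targets, ER stress, NF-κB targets, interferon-stimulated genes, and the genes of Fig. 6c, 6d and 6e. A further 5 marker lists covered T cells, myeloid cells, neutrophils, erythroid cells and NK cells. Over-representation was tested with a one-sided Fisher's exact test, and medians were placed among 10000 random lists matched on mean expression. Reactome pathways of 10 to 500 genes came from fgsea 1.28.0.

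The FPKM of 13 genes were compared by exact permutation of 4 against 4 samples, adjusted over 52 tests. For the FPKM the alternatives were TMM-normalized CPM and means of log2 values with 0.1 or 1 added. Genes were named by a rule: 5 per direction with the largest log2 fold change in edgeR, an adjusted p under 0.05, no overlap between the groups, and at least 10 counts in every library of the higher group. Libraries were also regrouped in all 35 splits per comparison. For the difference between the stimuli 100 regroupings were drawn, a number raised after a first, smaller draw had been seen.

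The 7 libraries of the second experiment were TMM-normalized and compared as log2 ratios with a prior count of 2, for genes with a mean of at least 10 counts. The alternatives were a prior count of 0.5, total counts and means of at least 50 or 100 counts.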

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

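All tests in this part were chosen after the result was seen.

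Stress programmes rose with DSF, a result the paper does not analyse. All 14 heat shock genes were higher under both stimuli, with medians of 2.52 on the log2 scale with LPS and 2.08 with IL-4+anti-CD40 (one-sided Fisher's exact test, adjusted p = 3.17e-06 and 5.5e-07). Of 12 NRF2 targets, 11 were higher under each, with medians of 2.40 and 1.61. The 3 metal response genes tested were all higher, with medians of 3.59 and 2.67, which did not pass the same exact test (adjusted p = 0.13 and 0.082). Of 17 ER stress genes, 14 and 10 were higher, with medians of 0.755 and 0.337. Of 31 proteasome genes, 27 and 24 were higher, with medians of 0.468 and 0.376. In camera all 5 lists passed the threshold with LPS and held under fry. With IL-4+anti-CD40 the metal response list did not pass in camera (0.0998).

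Explanations for the heat shock rise other than DSF were tested. With total counts alone the median with LPS was 2.32, so TMM scaling does not explain it. After removal of the trend with gene length and GC content it was 2.49. Without Hspa1a and Hspa1b, whose reads are shared, it was 2.27 over the other 12 genes. RNA from other cell types was not excluded. From LPS alone to LPS and DSF, summed T cell markers went from 105 to 154 CPM and erythroid markers from 2.35 to 2.89, whereas myeloid markers went from 1680 to 1230, neutrophil markers from 30.8 to 29.4 and NK cell markers from 216 to 204. Among T cell markers Cd2 went from 41.4 to 87.9 CPM, but Lck from 30.4 to 23.1 and Lef1 from 11.1 to 8.17. With LPS this goes against a rise of all other cell types together. A small share of a single type stays open, since many of these markers are expressed in the B cell libraries already. With IL-4+anti-CD40 every sum was higher with DSF. T cell markers went from 98.9 to 158 CPM, myeloid from 862 to 997 and neutrophil from 29.7 to 37.3. Erythroid markers went from 1.66 to 2.91 and NK cell markers from 17.1 to 30.4. Under that stimulus a rise of all other cell types together is not excluded. Stress genes took at most 4.53% of counts with LPS and DSF, too small a share to lower the pyrimidine genes by displacement.

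Of 15130 genes, the log2 fold change with DSF was higher with IL-4+anti-CD40 than with LPS for 1053 and lower for 1199. Regrouping gave as many genes in 5 of 100 draws, the real one included, and the largest other draw had 5135 genes. The 4 other draws kept the vehicle or the DSF libraries at their real grouping, as did all 9 other draws with any gene past the threshold. Such draws still hold the real difference between the stimuli, so the 5 of 100 do not decide whether the number of genes is above chance. Among the genes with the lower change under IL-4+anti-CD40 were 8 aminoacyl-tRNA synthetases, 23 ribosome biogenesis genes, 6 heat shock genes, 4 NRF2 targets, 9 ER stress genes and 7 NF-κB targets (Fisher's exact test, adjusted p = 0.0262, 5.15e-08, 0.00211, 0.029, 1.22e-05 and 0.00427). For the stress lists this was mostly a smaller rise, since all 14 heat shock genes and 11 of 12 NRF2 targets rose with DSF under both stimuli. Raised stress genes in IL-4+anti-CD40 vehicle replicates 3 and 4, described below, would also make these rises smaller. Of the pyrimidine enzymes, 3 were lower and 6 higher of 41 (Fisher's exact test, adjusted p = 0.874 and 0.469). The smaller rise of Hspa1a with IL-4+anti-CD40 went from -3.24 to -1.61 without vehicle replicate 4 (adjusted p = 0.0973 from edgeR). That call was also lost, with little change in size, without LPS replicate 1 or 2, LPS and DSF replicate 3, or IL-4+anti-CD40 and DSF replicate 1, 2 or 3.

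Among 70 values checked with Dixon's test, 3 passed, where 3.5 are expected by chance. They were the FPKM of Uprt in replicate 3 with LPS and DSF (q 0.964), the total counts of replicate 4 with IL-4+anti-CD40 (q 0.832), and the FPKM of Nudt2 in replicate 3 with IL-4+anti-CD40 and DSF (q 0.841). None was removed.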

How the results depend on the processing

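All settings below were applied to every result they fit. A gene count kept its label if it changed by no more than a set fold, which allows large changes. Genes raised by LPS, for example, kept it when total counts alone took them from 4283 to 2903. Of 296 values of gene counts, 284 kept their label, and of 132 values of the main gene lists, 124 did. Of 608 values of other lists 567 did, and of 2412 values of single genes 2258 did, with 104 weaker, 25 stronger and 25 reversed. The cause was not tested unless stated.

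A minimum log2 fold change of 1 reduced the calls by construction. With DSF, 1619 genes were higher and 969 lower with LPS, and 1369 and 705 with IL-4+anti-CD40. With stimulation, 1728 were higher and 2214 lower with LPS, and 1734 and 2540 with IL-4+anti-CD40. For the difference between the stimuli there were 167 higher and 185 lower. Other settings changed its balance from 1053 higher and 1199 lower to 710 and 205 with all 20 samples in one fit, and to 1423 and 826 with total counts. With this minimum, ribosome biogenesis genes were not enriched among the lowered genes (exact test, adjusted p = 1.0 for both stimuli), since their decreases are small.

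The pyrimidine enzymes passed the threshold among genes raised by stimulation in some settings (exact tests). With polymerase subunits added the adjusted p was 0.000464 with LPS and 6.58e-05 with IL-4+anti-CD40. With any count, a setting chosen after seeing the data, it was 0.0493 and 0.0201. With a minimum log2 fold change of 1 it was 0.0372 with LPS, and with DESeq2 0.0353 with IL-4+anti-CD40.

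Some small fold changes reversed, and the cause was not tested. Tyms with LPS and DSF was 0.0076 and became -0.0040 with DESeq2, -0.20 with total counts, -0.052 with any count and -0.0069 with all 20 samples. Leaving out 1 library gave -0.097 to 0.11. Nme1 with LPS and DSF ranged from -0.093 to 0.017 over the libraries left out. With IL-4+anti-CD40 and DSF, Nt5e ranged from -0.16 to 0.041 and Enpp1 from -0.11 to 0.017. With all 20 samples Enpp1 was 0.0071 and Uckl1 0.0062. Dtymk with IL-4+anti-CD40 was -0.12 with total counts and -0.026 with all 20 samples, and -0.014 to 0.085 over the libraries left out. Its FPKM log2 ratio ranged from -0.037 to 0.056.

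Total counts shift all genes down, which by construction reversed Rrm2b (-0.075) and Dck (-0.098) with LPS and DSF, Ctps2 (-0.043) with IL-4+anti-CD40 and DSF, and Dhodh with LPS alone (-0.027). With TMM-normalized CPM in place of FPKM, Dck with LPS and DSF was -0.0050, so 0 of the 13 genes had a higher mean, and Entpd6 with LPS was 0.014. The cause of these was not tested.

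A replicate block was tried in case equal numbers pair the samples, and it gave -0.00053 for Tyms. Over 16 pairs of same-numbered libraries the correlation was between -0.101 and 0.425. The 3 over 0.1 were all between vehicle and DSF libraries, at 0.216 for number 1 with LPS and at 0.421 and 0.425 for numbers 1 and 4 with IL-4+anti-CD40. In no comparison did every pair exceed 0.1, so the samples were treated as unpaired, but pairing of some vehicle and DSF libraries is not excluded. For the DSF effect in IL-4+anti-CD40-stimulated B cells the block changed the interferon-stimulated genes, with 10 of 17 higher (exact test, adjusted p = 0.0302) against 0 without it.

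In the second experiment, medians were judged against the SD of matched random lists. With total counts, the medians under DSF were -1.25 and -1.27 for pyrimidine enzymes and -1.23 and -1.40 for ribosome biogenesis, and with at least 50 counts -0.766 and -1.01 for the latter. With at least 100 counts, DSF under the 2 stimuli correlated at 0.889 in the first and 0.932 in the second experiment, and the experiments at 0.861 with LPS and 0.879 with IL-4+anti-CD40. DSF and ibrutinib correlated at 0.148 and 0.189, and ibrutinib under the 2 stimuli at 0.674. The cause was not tested.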

Differences from the paper's values

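The tests named in this part beyond the planned settings were chosen after the result was seen. The hand-written lists are not KEGG's maps, so numbers of genes are not expected to be equal. All 65 mean FPKM and 160 mean counts recomputed from the deposited files equal the supplement.

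Among genes lowered by DSF with IL-4+anti-CD40, the paper's supplement counts 41 pyrimidine metabolism genes and 24 were found here. Adding RNA and DNA polymerase subunits gave 55, which is above 41, and the other 14 settings gave 7 to 27, all below it. With LPS the same addition gave 61 and took the number away from the supplement's, near which 12 settings lay at 26 to 31. For ribosome biogenesis the supplement has 29 with LPS and 33 with IL-4+anti-CD40, against 49 and 61 here. None of 14 settings removed this difference, at 0 to 62 and 1 to 67.

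Among genes raised by IL-4+anti-CD40, the paper has about 22 pyrimidine metabolism genes (Supplementary Fig. 7a, read by eye) and 14 were found here. DESeq2 and leaving out unstimulated replicate 3 each gave 16, nearer to about 22 but below it, and the other 13 settings gave 9 to 44. Among genes raised by LPS, 14 settings at 10 to 14 lay near the paper's number. Adding polymerase subunits gave 41 and took it away. For ribosome biogenesis the paper has about 29 with LPS (Supplementary Fig. 7b, read by eye) and about 40 with IL-4+anti-CD40 (Supplementary Fig. 7a, read by eye), against 71 and 71 here. With LPS none of 14 settings, at 60 to 72, removed the difference. With IL-4+anti-CD40 a minimum log2 fold change of 1 gave 59, nearer to about 40 but above it, and the other 13 gave 69 to 71.

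The paper describes pyrimidine metabolism as upregulated by stimulation. The enzymes alone were not enriched among the raised genes here (exact test, adjusted p = 0.618 and 0.445). With polymerase subunits added they were, at 0.000464 and 6.58e-05. Over all settings the values were between 0.0372 and 0.768 with LPS and between 0.0201 and 0.695 with IL-4+anti-CD40 for the enzymes alone. The paper describes the genes of Fig. 6c as repressed by DSF, whereas 2 were higher with LPS and 5 with IL-4+anti-CD40 here. Tk2 with IL-4+anti-CD40 is not marked as changed in Fig. 6d, and its FPKM rose 1.28-fold here (exact permutation test, adjusted p = 0.0354). The paper used one-way ANOVA with Tukey's test for that figure, so the choice of test may account for this difference.

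Among the lists lowered by DSF, ribosome biogenesis had a smaller p than the pyrimidine enzymes here under both stimuli, whereas pyrimidine metabolism has the smallest adjusted p of the pathways that the paper's supplement lists for Fig. 6a and 6b. With a minimum log2 fold change of 1 the order was the opposite. Reactome's pyrimidine pathway was past the threshold with IL-4+anti-CD40 (0.0369) and not with LPS (Fisher's exact test, adjusted p = 0.09).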

Other observations

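All tests in this part were chosen after the result was seen.

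For each comparison of the first experiment the 8 libraries were regrouped in all 35 splits. As many genes past the threshold were found in 1 of the 35 splits, the real one included, for DSF with LPS, for DSF with IL-4+anti-CD40, and for each stimulus.

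The 4 vehicle libraries with IL-4+anti-CD40 differed in stress genes. Hmox1 had 10.1, 18.2, 131 and 257 CPM against a mean of 1560 with DSF, and Mt1 had 1.71, 5.38, 71.4 and 88.5 against 262. On a scale from replicate 1 to the DSF mean, heat shock genes lay at 7.94% in replicate 3 and 19.7% in replicate 4, and NRF2 targets at 24.4% and 30%. The shift was not limited to stress genes: 459 genes changed by DSF lay at 16% and 26.3%, and those of them lowered by DSF at 26.6% and 33.6%. Simulated mixtures with DSF-treated cells at one share gave 13.5% to 18.8% for heat shock genes in a library like replicate 3, so mixing at one share does not explain the values. These libraries were to receive no DSF, and unintended exposure to a low amount of it cannot be told apart from a handling stress, since no group in the design separates them. Stress genes also differed within the other groups without DSF. In the unstimulated libraries Hmox1 had 63.5, 66.5, 4.67 and 5.56 CPM, whereas Mt1 had 4.19, 3.81, 4.79 and 5.82. With LPS alone Mt1 had 2.74, 2.49, 29.9 and 16.9 CPM, whereas Hmox1 had 13.2, 13.2, 15.4 and 13.9.

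The unstimulated libraries had correlations of 0.997 (replicates 1 and 2), 0.995 (3 and 4) and 0.92 across. Their largest same-number correlation was -0.0124 with the LPS libraries and 0.00706 with the IL-4+anti-CD40 libraries. This speaks against a batch by number with the same effect in these groups. The IL-4+anti-CD40 libraries also split by number, at 0.996 (replicates 1 and 2), 0.994 (3 and 4) and 0.974 to 0.986 across. The LPS libraries did not, at 0.996 to 0.997. A batch by number whose effect differs between groups is therefore not excluded. A lower share of B cells would raise all other markers. In the unstimulated libraries, however, neutrophil markers were 67.5, 70.3, 29 and 31.2 CPM, NK cell markers 31.8, 32.8, 15.8 and 16.6, and erythroid markers 3.17, 2.35, 20 and 20.3. T cell markers were 178, 183, 238 and 227, and myeloid markers 1720, 1660, 1700 and 1720. At 10 CPM or more, 4 T cell markers, 11 myeloid markers and 2 neutrophil markers were expressed in these B cell libraries, so the lists are not specific. Ccl5, an NK cell marker, rose with LPS to 207 CPM from 6.66.

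Ribosomal protein genes rose with DSF and LPS in 66 of 73 cases (median 0.238), and with total counts 12 were higher and the median was 0.0288. Total counts move all genes alike, so relative to all genes the median was 0.236 with TMM and 0.235 with total counts. Ribosomal protein genes thus rose against other genes under both scalings, and whether their level itself rose cannot be told apart from the scaling. With IL-4+anti-CD40, 41 of 73 stayed higher with total counts. Mitochondrial ribosomal protein genes fell with DSF in 60 and 54 of 74 cases.

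The log2 changes with DSF correlated between the experiments at 0.83 (Pearson) under both stimuli over 13429 genes, which are not independent replicates. The proteasome list was higher with DSF and LPS in the first experiment, at 0.259 with total counts, and lower in the second, at -0.306. Scaling does not explain this, and other differences between the experiments cannot be separated from it with 1 library per condition. Interferon-stimulated genes rose with LPS in the first experiment only, with a median of -0.327 in the second.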
